# Diverse Forms of *RPS9* Splicing Are Part of an Evolving Autoregulatory Circuit

**DOI:** 10.1371/journal.pgen.1002620

**Published:** 2012-03-29

**Authors:** Alex M. Plocik, Christine Guthrie

## Abstract

Ribosomal proteins are essential to life. While the functions of ribosomal protein-encoding genes (RPGs) are highly conserved, the evolution of their regulatory mechanisms is remarkably dynamic. In *Saccharomyces cerevisiae*, RPGs are unusual in that they are commonly present as two highly similar gene copies and in that they are over-represented among intron-containing genes. To investigate the role of introns in the regulation of RPG expression, we constructed 16 *S. cerevisiae* strains with precise deletions of RPG introns. We found that several yeast introns function to repress rather than to increase steady-state mRNA levels. Among these, the *RPS9A* and *RPS9B* introns were required for cross-regulation of the two paralogous gene copies, which is consistent with the duplication of an autoregulatory circuit. To test for similar intron function in animals, we performed an experimental test and comparative analyses for autoregulation among distantly related animal *RPS9* orthologs. Overexpression of an exogenous *RpS9* copy in *Drosophila melanogaster* S2 cells induced alternative splicing and degradation of the endogenous copy by nonsense-mediated decay (NMD). Also, analysis of expressed sequence tag data from distantly related animals, including *Homo sapiens* and *Ciona intestinalis*, revealed diverse alternatively-spliced *RPS9* isoforms predicted to elicit NMD. We propose that multiple forms of splicing regulation among *RPS9* orthologs from various eukaryotes operate analogously to translational repression of the alpha operon by S4, the distant prokaryotic ortholog. Thus, *RPS9* orthologs appear to have independently evolved variations on a fundamental autoregulatory circuit.

## Author Summary

Eukaryotic genes are littered with non-coding intervening sequences, or introns, that must be precisely excised from a messenger RNA before it can be properly translated into protein. Despite their ubiquity, the evolution and function of introns remain poorly understood. Consequently, we cannot accurately predict the functions of individual introns in any organism. In this manuscript, we used a combination of comparative genomics and experimental tests to identify functional introns. First, we looked for signatures of selection to identify important introns in the model yeast *Saccharomyces cerevisiae*, which focused our attention on the introns of ribosomal protein genes. We then genetically deleted these introns to assess their function. Unlike mammalian introns, we found that yeast introns were not required for high levels of gene expression. Instead, particular introns (we focus on those within genes encoding ribosomal protein S9) were required to fine-tune gene expression through autoregulation. Surprisingly, animal orthologs of these genes also use introns to autoregulate through multiple forms of alternative splicing. We speculate that the introns of ribosomal protein genes, in particular, readily evolve means for autoregulation to meet the demanding requirements of ribosomal protein genes to maintain tight control of gene expression.

## Introduction

The evolution and function of spliceosomal introns are among the largest unsolved mysteries of eukaryotic genomes. Pronounced differences in intron evolution between lineages and between introns within the same lineage provide insight into 1) the selective and mutational forces governing intron evolution and 2) the potential roles of introns in gene function. Here we study the case of ribosomal protein genes (RPGs) in the model yeast *Saccharomyces cerevisiae*. RPGs are highly over-represented among intron-containing genes (69% of RPGs contain introns compared to ∼5% of non-RPGs), which has been suggested to reflect ongoing selection for introns that provide one or more functions in gene expression [1], [2]. However, two major facets of this hypothesis — the action of selection (intron evolution), and the source of this selection (intron function) — remain unknown. First, biased intron loss has not been specifically tested within hemiascomycetous yeasts (*S. cerevisiae* and relatives). And second, the effect of intron loss on RPG expression remains uncertain.

RPG expression is remarkable both in terms of synthesis rate and control [3]; thus, RPG introns may function to promote these aspects of gene expression. One proposal predicts that RPG introns function to promote high levels of expression. Consistent with this view, intron-containing genes, including RPGs, produce some of the highest transcript and protein abundances in *S. cerevisiae* [4]. However, the requirement for introns to enhance RPG expression has not been directly tested.

In addition to the above, two other proposals predict that RPG introns function by providing an opportunity for splicing regulation. One possibility is that introns provide rapid regulation in response to environmental stress, as suggested by splicing inhibition of RPG pre-mRNAs in response to amino acid starvation [5]. Another possibility is that introns provide an opportunity to fine-tune gene expression through autoregulation. For example, negative feedback control of *RPL30* and *RPS14B* expression is achieved through the binding of their respective protein products to RNA structures within their own unspliced transcripts, thereby regulating splicing [6], [7]. Interestingly, nearly all the ribosomal proteins of *Escherichia coli* are regulated by key ribosomal proteins in an analogous manner; for example, bacterial S4 directly binds its own mRNA to repress the translation of itself and three other RPGs [8], [9]. Given that the majority of *S. cerevisiae* RPGs contain introns, intron-dependent autoregulation may be more common than previously appreciated.

We report the first direct tests of both the action and the source of selection on RPG introns. First, we used comparative genomics to show that RPG introns have been preferentially retained following whole genome duplication (WGD), indicating ongoing selection for retention of RPG introns. Second, we generated *S. cerevisiae* strains harboring precise deletions of 16 RPG introns to distinguish between selective hypotheses. We found that RPG introns generally reduce gene expression, suggesting that RPG introns allow for splicing regulation rather than promoting high levels of expression. In particular, we identified intron-dependent cross-regulation between the *RPS9A* and *RPS9B* genes, which both encode ribosomal protein S9 (S9). Finally, overexpression of *RpS9* in *D. melanogaster* S2 cells, and analysis of available EST sequences, suggest that autoregulation of *RPS9* orthologs may involve different forms of splicing regulation between species, but also appears to be widespread across disparate lineages.

## Results

### Yeast ribosomal protein genes have resisted recent intron loss

Introns are over-represented in the RPGs of both *Candida albicans* and *S. cerevisiae* [1], [2]. While this shared over-representation may reflect selection pressure to maintain RPG introns prior to the divergence of these two species from a common ancestor, it may also reflect the action of selection in more recent history, since their divergence from a common ancestor. This distinction is important, since selection pressure to maintain RPG introns in more recent history is more likely to be relevant to the biology of *S. cerevisiae*. To determine if RPGs have resisted intron loss compared to other genes since the divergence of *C. albicans* and *S. cerevisiae* (∼200–800 million years ago [10]), we assessed the fates of *S. cerevisiae* introns in paralogs (a.k.a. gene pairs) that were duplicated ∼100 million years ago by whole-genome duplication (WGD) [11]. To determine the fates of introns after genome duplication, we took advantage of the well-annotated genome of *S. cerevisiae*, which has been exhaustively searched for introns [12], [13]. With these annotations, we identified 121 intron-containing genes among 554 WGD-derived gene pairs obtained from Yeast Gene Order Browser [14]. Assuming that intron loss has largely dominated intron evolution in hemiascomycetous yeast species [15], we inferred intron loss if one of the WGD-derived gene copies had fewer introns than the other. Using this criterion, we calculated the number of apparent intron losses in RPG pairs compared to all other gene pairs. Strikingly, this simple accounting revealed that 16 of 23 non-RPG pairs have a gene with fewer introns than its copy, whereas none of the 46 RPG pairs did. Nonetheless, this analysis ignores intron losses that occurred independently in both gene copies and assumes that intron gain did not occur.

To better assess whether WGD-derived RPG pairs have been biased for either intron gain or loss (including losses in both gene copies), we reconstructed the hypothetical intron distribution of the pre-WGD ancestor that existed prior to the WGD event. For each of the 554 *S. cerevisiae* duplicated gene pairs, we assigned the presence or absence of an intron in the hypothetical pre-WGD ancestral ortholog based on intron annotations and predictions from the genomes of the pre-WGD (so-called protoploid) species (*C. albicans*, *Lachancea waltii*, *L. thermotolerans*, *L. kluyveri*, *Eremothecium gossypii*, *Kluyveromyces lactis*, and *Zygosaccharomyces rouxii*) and the genomes of the post-WGD species (*Vanderwaltozyma polyspora*, *Naumovia castellii*, *C. glabrata*, and *S. bayanus*). A complete list of intron predictions and annotations can be found in Table S1. Our analysis revealed 73 intron-containing genes that were likely present in the pre-WGD ancestor from which the duplicated gene pairs in *S. cerevisiae* were descended (Figure 1A). Based on this hypothetical intron distribution of the pre-WGD ancestor, we inferred the number of *S. cerevisiae* WGD-derived gene pairs that have gained or lost an intron for each post-WGD gene pair (Figure 1B). From this improved analysis, we identified 5 *S. cerevisiae* non-RPG pairs that appear to have independently lost introns from both gene copies after gene duplication. This was in addition to 14 non-RPG pairs in which one of two introns were lost (Figure 1B, right and middle columns, respectively). Once again, we inferred no intron losses in *S. cerevisiae* RPG pairs (Figure 1B, left column). Thus, RPG introns appear to have been biased against loss in the lineage leading to *S. cerevisiae* during the last ∼100 million years.

**Figure 1:**
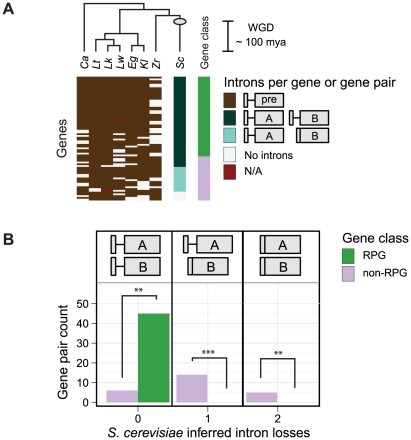
Biased intron loss in hemiascomycetous yeasts after the recent whole-genome duplication event. A) The dendogram (top) illustrates the assumed topology of the phylogenetic relationships used to infer intron-containing genes present in the pre-WGD ancestor prior to the WGD event (based on [63]; not to scale); the estimated time of the WGD event is indicated (gray circle and scale bar) [11]. A heatmap (bottom) illustrates the number of introns in *S. cerevisiae* gene pairs and their orthologs (rows) by species (columns). Genes containing an intron in pre-WGD species (brown tiles) were used to infer the intron-containing genes present in the pre-WGD ancestor (see Methods). Among the 95 *S. cerevisiae* gene pairs derived from an intron-containing gene in the pre-WGD ancestor, those with an intron in both gene copies (dark blue-green) were inferred to have no intron losses. *S. cerevisiae* gene pairs with an intron in only one of two gene copies (light blue-green) or no intron in either gene copy (white) were inferred to have had one or two intron losses, respectively. Missing genes (red) are indicated. RPGs (green) and other functional gene classes (purple) are indicated (right-most column). See Table S1 for intron predictions and annotations. *Ca = C. albicans*, *Lw = L. waltii*, *Lt = L. thermotolerans*, *Lk = L. kluyveri*, *Eg = E. gossypii*, *Kl = K. lactis*, *Zr = Z. rouxii*, *Sc = S. cerevisiae*. B) A histogram counts the number of inferred intron losses for each *S. cerevisiae* gene pair that descended from an intron-containing pre-WGD ortholog. Intron losses from RPGs (green) are compared to other functional gene classes (purple). Asterisks indicate statistical significance values p<0.01 (**), and 0.001 (***); exact binomial test.

Next, we asked whether intron gains contributed to the bias for introns in *S. cerevisiae* RPGs. For a given *S. cerevisiae* gene, we inferred that an intron was gained if introns were absent in both the pre-WGD ancestor and the majority of post-WGD orthologous gene pairs. Using this criterion, we did not infer intron gains in any of the *S. cerevisiae* RPGs. On the other hand, two introns in non-RPGs (i.e. *USV1* and *BMH2*) have possibly been gained in the *S. cerevisiae* lineage (Table S1); however, since both of these introns are located in the 5′ UTR and are not well annotated in other species, it is therefore difficult to be confident of this conclusion. Taken together, the bias for introns in *S. cerevisiae* RPG pairs appears to have been dominated not by intron gains in RPGs, but by intron losses in non-RPGs.

### Introns repress ribosomal protein gene expression

Having found a bias against RPG intron loss, we sought to determine if RPG introns have a function in gene expression. To mimic the effect of RPG intron loss, we created *S. cerevisiae* mutant intron deletion strains (henceforth denoted as Δi). Each Δi mutant was created with a precise deletion of a single RPG intron, such that only an intronless copy of the gene remained at the endogenous locus (See Methods).

Because RPGs are among the most highly expressed genes in the genome, we tested the model that introns are required in *cis* for high levels of gene expression by assessing the expression profiles of 16 Δi mutants compared to a wild-type strain. We also considered the possibility that Δi mutations may affect other genes in *trans*, in particular, the WGD-derived gene copies of RPG pairs. To measure changes in expression of the gene from which an intron was deleted (in addition to 124 RPG and 911 non-RPG features) we used custom splicing-sensitive microarrays designed to detect pre-, mature, and total mRNA species (using intron, junction, and exon probes, respectively [16]). 

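The arrays analysed here are 78 hybridizations of 17 strains, the 16 of Figure 2 and *rpl29*Δi, each against wild type. They form 39 replicates, and each replicate has 1 array with the mutant in Cy3 and 1 with it in Cy5. Every array carries 1536 features of 6 spots each. Exon features cover 941 genes, 117 of them RPGs and 824 other genes, and intron features cover 228 genes, 95 of them RPGs. Which feature is an intron, exon or junction probe is not given in the sources used here, so the kind was read from the printing layout. With its own gene set aside, that rule gave the gene's lowest feature in the mutant, taken as the deleted intron's, in 17 of 17 strains. The check covers only which feature of a neighbouring pair is the intron, since the pairs themselves were fixed with the deleted introns as examples. Among 211 genes with no deleted intron, the junction feature followed the exon feature more closely than the intron feature in 66.8% (exact binomial p = 1.16e-06). The share was 78.2% in RPGs and 60.2% in other genes. It was lowest, 9 of 16, in 1 part of the layout rule (exact binomial p = 0.804). Values are log2 ratios of mutant over wild type as normalized by the authors, and the median over an array lay between -0.03 and 0.01. The SD of the 6 spots of a feature had a median of 0.14. After limma's moderation of variances, exon values had a median SD of 0.15 between replicates of a strain. The number of arrays, 1 to 3 replicates a strain, sets the precision. In data simulated with the replicate structure of *rps9a*Δi, limma recovered 88.5% of exon changes of 0.5 and 21.5% of changes of 0.25. This and the later simulations changed 200 of 941 genes, with noise independent between genes and no batch or dye effect. Recovery in the real data may be lower.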

To assess the effect of Δi mutation on gene expression, we plotted the expression change for the intronless gene (Figure 2A, red lines) compared to all the other genes on the microarray (Figure 2A, boxplots). Thus, the most significant expression changes lie outside the whiskers of the boxplot and are, by definition, statistical outliers. 

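Among the 16 strains of Figure 2, the intronless gene lay within the whiskers of its strain's boxplot in 12, with log2 ratios from -0.05 to 0.26. *RPL40B*, which encodes a ubiquitin fused to a large subunit protein, rose by 0.26 ± 0.15 (SD, n = 3) in *rpl40b*Δi, in each replicate (limma adjusted p = 0.0271). Of the 12 genes within the whiskers it is the 1 that passed, and it did not pass without replicate 2 or 3 or with the mutant in Cy5 only. In that strain limma called 105 genes, 68 of them up. Other RPGs called there had higher means, such as *RPL23B* (0.67 ± 0.42) and *RPL12A* (0.62 ± 0.69, n = 3 each), whose replicates spread widely. *RPL17B* (-0.30 ± 0.22) and *RPS24B* (-0.31 ± 0.18) fell (n = 3 each). *RPL16A* measured 0.25 ± 0.12 (n = 2) in its own intron deletion strain, *RPL35A* 0.22 ± 0.21 (n = 3) and *RPL34A* 0.12 ± 0.24 (n = 3), all large subunit genes that did not pass. *RPS8A* (-0.04 ± 0.13, n = 3), *RPL2B* (-0.01 ± 0.03, n = 3), *RPL31A* (-0.05, n = 1) and *RPS23A* (0.02, n = 1) lay near 0, as did *RPL23A* (0.06 ± 0.01, n = 3). For the strains with 1 replicate, limma takes the spread pooled over the other strains. A ratio against 0 takes in the spread of the wild type only if each replicate had its own wild-type RNA, which the sources used here do not state.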

Intron deletion mutations, as assessed by microarray, typically had only modest effects on gene expression (Figure 2A, compare red lines to boxplots). Nonetheless, these effects were biased toward increased expression of the intronless gene (14 out of 16), rather than decreased expression (Figure 2A “up” and “down,” respectively). Moreover, the four most substantial expression changes increased the expression of the intronless gene (Figure 2A “outlier”). These data suggest that yeast introns are generally not required for the high expression levels of RPGs. 

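In these data the mean log2 ratio of the intronless gene was above 0 in 12 of 16 strains and below 0 in 4 (exact binomial test, two-sided, p = 0.0768). Higher values in every replicate were found in 11 strains, and lower values in every replicate in 1, the single array pair of *rpl31a*Δi. Within slide batches, defined by the first part of the array names, the gene was higher in 6 of 8 strains of batch A, 7 of 7 of batch B, 8 of 10 of batch C and 1 of 2 of batch D. With the median of a gene's spots in place of the mean the count was 14 of 16 (exact binomial p = 0.00418). With slide batch as a block it was 11 of 16 (exact binomial p = 0.210). The count differed between the dyes: 15 of 16 strains were higher with the mutant in Cy5 (exact binomial p = 0.000519) and 10 of 16 with the mutant in Cy3 (exact binomial p = 0.454). These tests take strains as independent, while profiles of different strains correlated at 0.41 on average within a slide batch and 0.10 across batches. Their p-values may thus be too small. In 23 of the 39 replicates *MFA2*, which encodes the a-factor pheromone, was at -3.04 or lower. A term for these replicates, chosen after seeing the data, left 10 of 16 intronless genes above 0. It is set only by the 4 strains with lower *MFA2* in part of their replicates. There the lower replicates lie in batch C and the others in A or D, so the term cannot be told apart from slide batch.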

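*RPS14B* rose most, by 1.76 ± 0.13 (SD, n = 3, 3.38-fold), followed by *RPS9A* with 1.06 ± 0.07 (n = 2, 2.08-fold), *RPS9B* with 0.52 ± 0.02 (n = 3, 1.44-fold) and *RPS21B* with 0.42 ± 0.08 (n = 2, 1.34-fold), each in its own intron deletion strain and in every replicate. All 4 encode small subunit proteins, and each lies above the upper whisker of its strain, at 0.32, 0.33, 0.25 and 0.29. These are the only 4 of 16 above a whisker, and 0 of 16 lay below one. In limma their adjusted p were 6.87e-13, 3.73e-06, 0.00125 and 0.00263. *RPS21B*, whose strain has lower *MFA1*, the other a-factor gene (-3.51 ± 0.18, n = 2), did not pass with slide batch as a block (0.39, limma adjusted p = 0.0658) or without either replicate, and neither within batch B nor with the mutant in Cy5 only. With the mutant in Cy3 only, *RPS9A* was at 0.68 (limma adjusted p = 0.137), and 2 genes lay above the whisker.

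**Figure D1:**
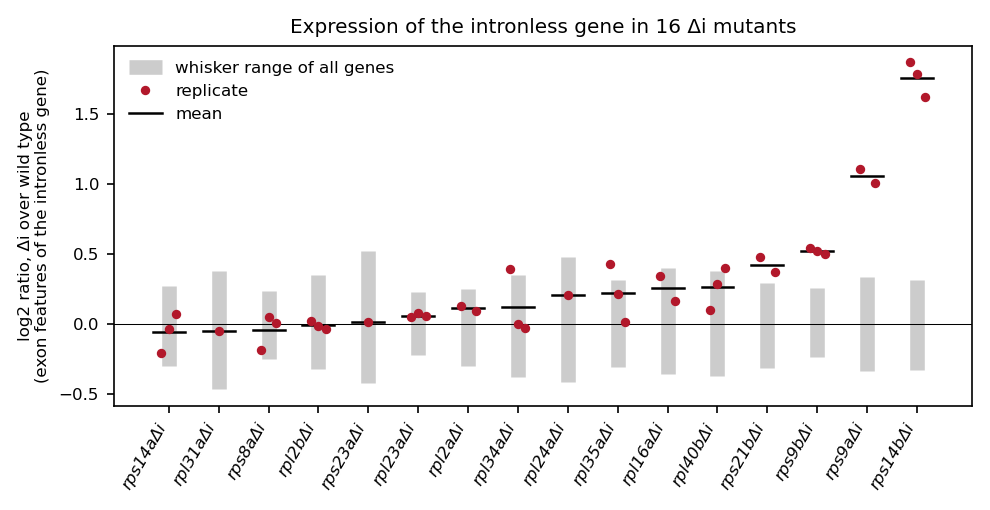
Log2 ratio of mutant over wild type (y axis) for the intronless gene in each of 16 intron deletion strains (x axis), with *RPS14B* at 1.76 and *RPS9A* at 1.06. Points are replicates, lines their mean, and grey bars span the whiskers of all genes with an exon feature in that strain.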

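Of the 16 intronless genes, 5 rose and 0 fell at a limma adjusted p under 0.05. Below 0 were *RPS14A*, *RPS8A*, *RPL2B* and *RPL31A*, and 0 of these 4 reached an unadjusted p under 0.05, against 7 of the 12 above 0. From the small changes and their bias toward higher expression, the paper proposes that introns are in general not needed for high RPG expression. In simulated data with 1 replicate, as in *rpl24a*Δi, limma recovered 63.5% of exon changes of 0.5 and 2.50% of changes of 0.25, so small decreases were not detectable in such strains.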

Further, only a few genes showed substantial increases in expression, which suggests that splicing may be more inefficient for these genes than most other RPGs.

**Figure 2:**
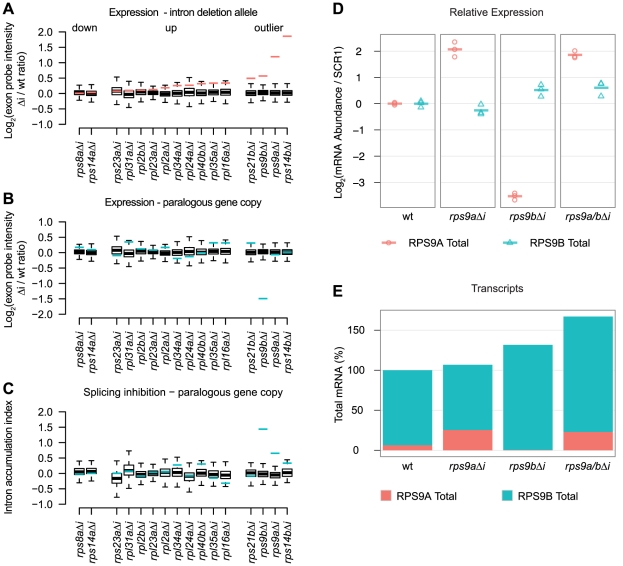
RPG intron deletions reveal gene-specific effects on steady-state mRNA levels. A–C) Microarray expression data for 16 RPG Δi mutants compared to a common wild-type strain. In each panel, the change in expression due to intron deletion is shown for either the intronless gene (red lines) or its paralogous gene copy (blue lines) compared to all other changes detected by microarray (boxplots). The effect of intron deletion is shown for each Δi mutant on A) the expression of the intronless gene copy, B) the expression of the paralogous gene copy, and C) the Intron Accumulation Index of the paralogous gene copy. Microarray data are expressed as the normalized log_2_ transformed probe intensity for exon features averaged from at least two replicate microarrays. Whiskers represent 1.5 times the interquartile range. D) RT-qPCR quantification of *RPS9A* (red circles) and *RPS9B* (blue triangles) expression changes for each Δi mutant relative to wild-type (columns). *RPS9A* and *RPS9B* values were divided by SCR1 values to obtain ratios controlled for variations in cDNA quantity. Log_2_ transformed ratios are plotted relative to wild-type (based on the mean of three biological replicates). Each of three biological replicates is shown as a point and the mean as a dash. E) The effect of intron deletion on the total number of transcripts encoding S9. Stacked barplots illustrate the percent of *RPS9A* (red bars) and *RPS9B* (blue bars) transcripts calculated for each Δi mutant. For a wild-type strain (first column), the percent of *RPS9A* and *RPS9B* transcripts encoding S9 were estimated from published RNA-seq data [19]. Changes in *RPS9A* and *RPS9B* transcript numbers for each Δi mutant (columns) were calculated by multiplying wild-type percentages by relative expression changes determined by qPCR.

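Of 16 paralogous copies 2 fell, *RPS9A* in *rps9b*Δi and *RPL34B*, a large subunit gene, in *rpl34a*Δi, the latter with -0.26 ± 0.13 (SD, n = 3, in each replicate) and a limma adjusted p = 0.0349. *RPS21A* measured 0.25 ± 0.03 (n = 2) in *rps21b*Δi, *RPL35B* 0.26 ± 0.15 (n = 3) in *rpl35a*Δi and *RPL16B* 0.23 ± 0.11 (n = 2) in *rpl16a*Δi, which did not pass. *RPL34B* did not pass with slide batch as a block (limma adjusted p = 0.0918), without replicate 2 or 3, with the mutant in Cy5 only or with the term for replicates with lower *MFA2*. Among all genes with an exon feature, limma called 180 changes over the 17 strains, 99 up and 81 down, of which 105 are in *rpl40b*Δi, 22 in *rpl34a*Δi and 16 in *rpl2b*Δi. Without replicate 2 of *rpl40b*Δi the total was 88, with 14 in that strain, and without replicate 3 it was 104, with 35 in that strain. The strains *rpl23a*Δi, *rpl24a*Δi, *rpl2a*Δi, *rps23a*Δi and *rps8a*Δi had 0 (48, 80, 35, 107 and 66 genes at an unadjusted limma p under 0.05). The 65 RPL genes, without each strain's own gene, gave 6 calls up and 4 down (limma), and 11 and 11 when adjusted over the list alone. The 52 RPS genes gave 3 up and 5 down, and 5 and 7 adjusted over the list alone. Besides *RPS9A* these include *RPS14A*, which fell by 0.97 in the 1 replicate of *rpl31a*Δi, *RPS17B* (-0.45 ± 0.11, n = 2) and *RPL1A* (-0.38 ± 0.07, n = 2) in *rpl16a*Δi, and *RPL40A* (0.35 ± 0.22, n = 3) in *rpl2b*Δi. *RPS17B* and *RPL1A* did not keep their calls without replicate 1 of *rpl16a*Δi. The calls in *rpl2b*Δi and *rpl16a*Δi stand beside those for the pheromone genes, with *MFA2* at -4.06 ± 0.37 (n = 3) in *rpl2b*Δi and *MF(ALPHA)2*, an alpha-factor gene, at 3.93 ± 0.43 (n = 2) in *rpl16a*Δi. With the term for replicates with lower *MFA2*, limma called 73 changes in all.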

We also sought to determine if any of the deleted introns were required for splicing regulation. As controls, we deleted the introns of *RPS14A* and *RPS14B*, as it has been known for some time that S14 binds to the *RPS14B* intron (but not the *RPS14A* intron) to inhibit splicing and to cause rapid degradation [7], [17]. 

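In *rps14a*Δi, *RPS14A* (YCR031C) measured -0.05 ± 0.14 (SD, n = 3, limma adjusted p = 0.950), against a rise of *RPS14B* (YJL191W) in *rps14b*Δi. Both genes encode the small subunit protein S14. The other copy did not pass in either strain: *RPS14B* was at -0.01 ± 0.26 (n = 3) in *rps14a*Δi and *RPS14A* at -0.05 ± 0.26 (n = 3) in *rps14b*Δi, with limma adjusted p of 0.996 and 0.907. The Intron Accumulation Index, the log2 ratio of the intron feature minus that of the exon feature, was -0.01 ± 0.22 for *RPS14B* in *rps14a*Δi and 0.17 ± 0.13 for *RPS14A* in *rps14b*Δi (n = 3 each, limma adjusted p = 0.998 and 0.856). *RPL30*, a large subunit gene that represses its own splicing, was at -0.10 ± 0.29 in *rps14b*Δi and -0.08 ± 0.23 in *rps14a*Δi (n = 3 each), and neither passed. In limma 9 genes changed in *rps14b*Δi (120 at an unadjusted p under 0.05). They hold, besides *RPS14B*, 5 mating-type or pheromone genes, namely *MF(ALPHA)1*, *MATALPHA1* and *STE3*, which alpha cells express, with log2 ratios of 5.82, 4.19 and 2.47, and *MFA2* and *MFA1* with -3.59 and -2.27. *SST2*, a regulator of pheromone signalling, rose by 0.81 ± 0.07 (n = 3) and *TPC1*, a mitochondrial carrier, by 0.39 ± 0.23 (n = 3), while *HIS2*, of histidine synthesis, fell by 0.44 ± 0.22 (n = 3). By the index, *TAN1*, which acts in tRNA modification, rose by 0.57 ± 0.11 (n = 3, limma adjusted p = 2.23e-05). *SST2*, *TPC1* and *HIS2* did not pass without at least 1 of the replicates or with the term for replicates with lower *MFA2*, and *TAN1* did not with the mutant in Cy5 only.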

As expected, deletion of the *RPS14B* intron led to a substantial increase in its expression compared to the other genes on the microarray (Figure 2A “outlier”), whereas deletion of the *RPS14A* intron had little effect on expression (Figure 2A “down”). Thus, our microarrays have the sensitivity required to detect the derepression of *RPS14B* expression. 

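The 3 replicates of *rps14b*Δi gave log2 ratios of 1.62, 1.78 and 1.87 for *RPS14B*. With the term for replicates with lower *MFA2* the value was 1.96 (limma adjusted p = 1.26e-10). Each replicate of this strain has lower *MFA2*, so the term comes from other strains. In data simulated with the replicate structure of this strain, limma recovered 99% of exon changes of 1 and 92.5% of changes of 0.5.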

An unexpected and novel finding is the substantial effect that Δi mutations have on the expression of the two gene copies encoding ribosomal protein S9 (hereafter referred to as S9). 

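In *rps9b*Δi, *RPS9A* (YPL081W) fell by 1.63 ± 0.28 (SD, n = 3, 3.09-fold lower) in each replicate (limma adjusted p = 8.17e-12), below the lower whisker at -0.24. *RPS9B* (YBR189W) measured -0.15 ± 0.08 (n = 2) in *rps9a*Δi, below 0 in both replicates, and did not pass (limma adjusted p = 0.768). Both genes encode the small subunit protein S9. With slide batch as a block, the values were 1.09 for *RPS9A* and 0.08 for *RPS9B* in *rps9a*Δi, and -1.67 for *RPS9A* and 0.69 for *RPS9B* in *rps9b*Δi. In *rps9b*Δi the fall of *RPS9A* was -1.65 within batch A (n = 1) and -1.62 within batch B (n = 2), while both replicates of *rps9a*Δi lie in batch B. Other genes that fell in *rps9a*Δi include *SSA4*, a heat shock chaperone (-0.87 ± 0.07, n = 2), *PDC2*, a transcription factor (-0.48 ± 0.29, n = 2), and *SWI5*, a cell cycle transcription factor (-0.40 ± 0.10, n = 2). In all, limma called 2 genes up and 10 down of 923 in *rps9a*Δi and 5 up and 1 down in *rps9b*Δi, where *MSS18*, needed for splicing of a mitochondrial intron, rose by 0.47 ± 0.31, *YAP3*, a transcription factor, by 0.45 ± 0.31, *MSL5*, the branchpoint binding protein, by 0.35 ± 0.29 and *POL3*, a DNA polymerase subunit, by 0.32 ± 0.20 (n = 3 each). Each of these other genes lost its call when at least 1 replicate was left out. Fitted on its own replicates only, *RPS9A* in *rps9a*Δi and *RPS9B* in *rps9b*Δi did not pass (limma adjusted p = 0.0752 and 0.0662), nor did *RPS9B* within batch B (limma adjusted p = 0.227). The coding sequences of *RPS9A* and *RPS9B* are alike, and RNA of one copy binding the other's exon feature could not be measured here.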

Our microarray experiments revealed that *RPS9A* and *RPS9B* Δi mutations increased the expression of the intronless genes (Figure 2A “outlier”) and also decreased the expression of the wild-type gene copies (Figure 2B). We hypothesized that the decreased expression of the wild-type *RPS9A* and *RPS9B* genes was caused by decreased splicing efficiency due to negative feedback. Therefore, we tested whether Δi mutations caused an increase in the ratio of pre-mRNA to total mRNA of the wild-type gene copies by calculating the Intron Accumulation Index of these genes, which is a measure of inefficient splicing [18]. Of all the mutants tested by microarray, only *RPS9A* and *RPS9B* showed substantial increases in the Intron Accumulation Index compared to the other intron containing genes on the array (Figure 2C, compare blue lines to boxplots). 

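The index of *RPS9A* in *rps9b*Δi rose by 1.43 ± 0.23 (SD, n = 3, 2.70-fold), in each replicate (limma adjusted p = 6.60e-11), above the upper whisker at 0.28. That of *RPS9B* in *rps9a*Δi was 0.58 ± 0.10 (n = 2, 1.50-fold), above 0 in both replicates and above the whisker at 0.34, and did not pass (limma adjusted p = 0.127). These are 2 of 16 strains above a whisker. The other 14 lay within, from -0.44 for *RPL16B* to 0.20 for *RPL40A*, both large subunit genes. The features behind the index differ: in *rps9b*Δi the exon feature of *RPS9A* fell while its intron feature stood at -0.20 ± 0.10 (n = 3, limma adjusted p = 0.995). In *rps9a*Δi the *RPS9B* intron feature was at 0.44 ± 0.02 (n = 2, limma adjusted p = 0.293). The junction features were at 0.02 ± 0.11 (n = 3) for *RPS9A* and 0.06 ± 0.10 (n = 2) for *RPS9B*. With junction in place of exon features the index of *RPS9A* in *rps9b*Δi was -0.22 (limma adjusted p = 0.998) and that of *RPS9B* in *rps9a*Δi 0.37, which did not pass. The *RPS9A* junction feature was at 0.19 ± 0.56 (n = 2) in *rps9a*Δi, where the exon feature of that gene rose. It thus followed the exon feature in neither strain, and *RPS9B* RNA binding it could not be measured. The index with junction features therefore cannot decide how *RPS9A* is spliced in *rps9b*Δi. The index of *RPS9B* in *rps9a*Δi was 0.90 with the mutant in Cy3 only (limma adjusted p = 0.0418) and 0.27 in Cy5 only. It passed at 0.58 in a fit, chosen after seeing the data, that leaves out the index of a gene in its own deletion strain (limma adjusted p = 0.0287). Apart from each strain's own gene, limma called 7 indices in *rps9a*Δi of 202 tested (24 at an unadjusted p under 0.05) and 1 of 227 in *rps9b*Δi, that of *RPS9A* (10 at an unadjusted p under 0.05). Those in *rps9a*Δi include *LSM7*, of the U6 particle (1.46), *PRE3*, a proteasome subunit (-1.99), *SMD2*, a core splicing protein (-1.91), *RBS1* (-1.41) and *UBC9*, the SUMO conjugating enzyme (-1.25), each with a value in 1 replicate.

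**Figure D2:**
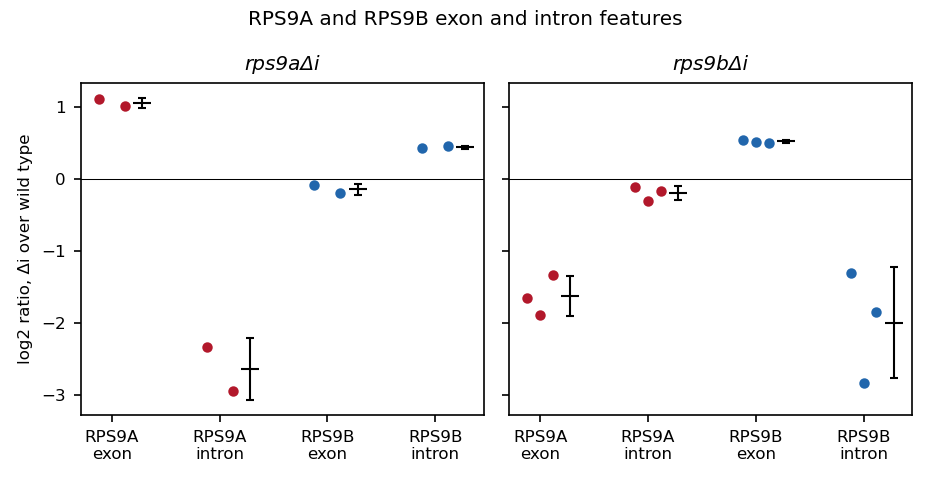
Log2 ratio of mutant over wild type (y axis) for the exon and intron features of *RPS9A* and *RPS9B* (x axis) in *rps9a*Δi and *rps9b*Δi. Points are replicates and bars the mean ± SD. The *RPS9A* exon feature is at 1.06 in *rps9a*Δi and -1.63 in *rps9b*Δi.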

Taken together, these data suggest that the *RPS9A* and *RPS9B* genes require introns to repress their own expression. Further, derepression of *RPS9A* resulted in increased repression of *RPS9B* through splicing inhibition (and vice versa), suggesting that these genes cross-regulate.

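Tested directly, the exon value of *RPS9A* was higher in *rps9a*Δi than in *rps9b*Δi by 2.69 (SE 0.16, limma adjusted p = 2.94e-12). That of *RPS9B* was lower in *rps9a*Δi (difference -0.67, SE 0.14, limma adjusted p = 0.0170). This difference takes in the rise of *RPS9B* in *rps9b*Δi (0.52), where its own intron is deleted. In *rps9a*Δi it was at -0.15 and did not pass against 0. The *RPS9B* difference did not pass with slide batch as a block (-0.61, limma adjusted p = 0.149) or within batch B (-0.66, limma adjusted p = 0.118), with either dye alone, or without 4 of the 5 replicates in turn. Against the mean of the other strains, the index of *RPS9B* in *rps9a*Δi was higher by 0.76 (limma adjusted p = 0.0343) and that of *RPS9A* in *rps9b*Δi by 1.58 (limma adjusted p = 1.89e-11), while the exon value of *RPS9B* in *rps9a*Δi was -0.19 (limma adjusted p = 0.592). The other strains include the strain in which the gene's own intron is deleted. There the index was -2.52 for *RPS9B* (*rps9b*Δi) and -3.70 for *RPS9A* (*rps9a*Δi). This widens both differences in index, so they do not measure the paralog's change alone. *RPL30* was at 0.14 ± 0.11 (SD, n = 2) in *rps9a*Δi and -0.32 ± 0.29 (n = 3) in *rps9b*Δi, and neither passed. From the higher expression of the intronless copies, the lower expression of the intact ones and their higher index, the paper proposes that each gene needs its intron to repress itself and that the copies repress each other through splicing.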

Our custom microarray platform is precise; however, it lacks control probe sets needed for highly accurate quantification. As such, our microarrays “compress” fold-changes compared to equivalent determination by qPCR. To validate our most surprising observations, we assessed *RPS9A* and *RPS9B* expression by RT-qPCR. Importantly, we designed at least one qPCR primer to the 3′UTR in an effort to maximize specificity and to minimize artifacts caused by primer cross-hybridization to the other gene copy. As expected, qPCR measurements validated our microarray results for both *RPS9A* and *RPS9B* genes in the *rps9bΔi* and *rps9bΔi* mutants (Figure 2D, second and third columns). In the case of the *rps9aΔi* mutant, Δi mutation was associated with a substantial increase (>4-fold of wild-type) in *RPS9A* expression and a modest decrease (<2-fold of wild-type) in *RPS9B* expression (Figure 2D, second column). Conversely, in the *rps9bΔi* mutant, Δi mutation was associated with a modest increase (<2-fold of wild-type) in *RPS9B* expression and a substantial decrease (>8-fold of wild-type) in *RPS9A* expression (Figure 2D, third column).

Having validated the surprising effects of deleting the *RPS9A* and *RPS9B* introns, we hypothesized that the genes reciprocally cross-regulate through a shared negative feedback circuit. We made two strong predictions from this hypothesis: 1) deletion of both the *RPS9A* and *RPS9B* introns should eliminate cross-regulation, and therefore, derepress both gene copies and 2) the wild-type gene copy should compensate for a derepressed copy by an equal and opposite number of transcripts. First, to determine if repression of *RPS9A* expression in the *rps9bΔi* mutant required the *RPS9A* intron (and vice versa), we created a double *rps9a/bΔi* mutant and tested the effect on expression by RT-qPCR. As predicted, both *RPS9A* and *RPS9B* were derepressed in the *rps9a/bΔi* mutant (Figure 2D, fourth column). Second, we sought to determine if changes in the number of *RPS9A* transcripts were compensated by a nearly equal and opposite change in number of *RPS9B* transcripts. We first estimated the percent of transcripts encoding S9 contributed by the *RPS9A* and *RPS9B* genes (6% and 94%, respectively) from a published RNA-seq data set from a wild-type strain [19]. In order to calculate the number of transcripts in each Δi mutant, we then simply multiplied the percent of transcripts encoding S9 (as determined by RNA-seq) by the relative change in expression (as determined by qPCR) for each Δi mutant. As predicted for the *rps9aΔi* mutant, a substantial relative increase in *RPS9A* expression mutant was nearly equally compensated by a modest relative decrease in *RPS9B* expression, such that the total number of transcripts encoding S9 was nearly unchanged (Figure 2D and 2E, second column). In the *rps9bΔi* mutant, however, a modest relative increase in *RPS9B* expression mutant was only partially compensated at the expense of nearly all *RPS9A* transcripts (Figure 2D and 2E, second column). In this case, it appears that *RPS9A* defied our prediction and presumably because its contribution to the total number of S9 transcripts was limiting. Lastly, deletion of both introns increased the total number of transcripts encoding S9 to 170% of wild-type levels (Figure 2E, fourth column). Taken together, these data suggest that the *RPS9A* and *RPS9B* genes reciprocally cross-regulate by a common intron-dependent mechanism. Further, the large relative effects detected for *RPS9A* compared to *RPS9B* may simply reflect the large difference in expression level between the two gene copies.

### *Drosophila RpS9* autoregulates through alternative splicing and NMD

Reminiscent of the cross-regulation between *S. cerevisiae RPS9A* and *RPS9B* genes, several metazoan RPGs have been shown to autoregulate through alternative splicing coupled to NMD (so-called “Regulated Unproductive Splicing and Translation” or RUST): a process in which the synthesis of productively-spliced mRNA is repressed in favor of unproductive mRNA isoforms encoding premature termination codons (PTC+) [20]–[23] (reviewed in [24]). While this process is conserved between distantly related eukaryotes, there is no known overlap between the genes regulated by RUST in yeast and metazoans to facilitate mechanistic comparisons. Intriguingly, an alternatively-spliced *RpS9* PTC+ mRNA isoform was recently identified in *Drosophila melanogaster* [25]. Thus, we considered the possibility that other *RPS9* orthologs autoregulate in a manner analogous to *RPS9A* and *RPS9B* cross-regulation.

We hypothesized that *D. melanogaster RpS9* expression is regulated in response to excess protein production by alternative splicing coupled to NMD. Therefore, we predicted that increased *RpS9* expression would result in increased abundance of the PTC+ mRNA isoform. To test this hypothesis, we measured the affect of exogenous *RpS9* overexpression and NMD inhibition on alternative splicing of *RpS9* messages using RT-qPCR primer sets specific to endogenous *RpS9* mRNA isoforms (Figure 3A). We first verified that the previously identified *RpS9* PTC+ isoform in S2 cells was degraded by NMD through RT-PCR amplification of *RpS9* transcripts from S2 cells incubated with either of two dsRNAs targeting *Upf1* (Figure 3B). To then test the effect of increased *RpS9* expression on the abundance of the PTC+ mRNA isoform, we exogenously overexpressed a cDNA copy of *RpS9* (Figure 3C). In S2 cells overexpressing *RpS9*, we detected an increase in the abundance of the PTC-containing mRNA isoform (Figure 3D, top panels, compare red and blue points) and a decrease in the total *RpS9* expression as compared to the empty vector control (Figure 3D, bottom left panel, compare red and blue points). As expected, we observed a UPF1-dependent decrease in total endogenous *RpS9* abundance in response to increased *RpS9* expression (Figure 3D, compare bottom left and right panels, blue points). Taken together, these results suggests that Drosophila *RpS9* autoregulates by RUST, in which excess expression shifts the balance of alternative splicing from the synthesis of productively spliced messages towards the synthesis of unproductive *RpS9* PTC+ messages that are selectively degraded by NMD.

**Figure 3:**
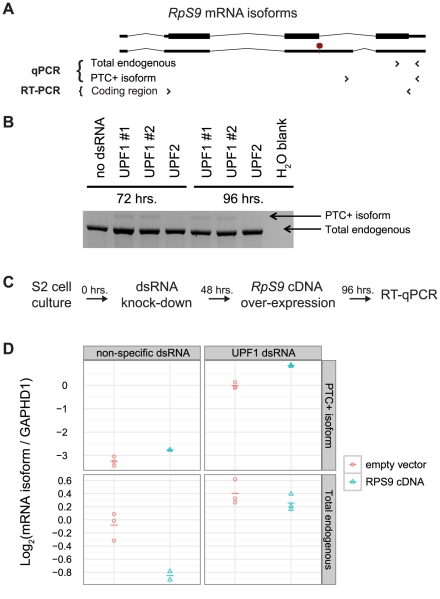
*D. melanogaster RpS9* is autoregulated by alternative splicing coupled to NMD. A) Illustration of *RpS9* mRNA isoforms assessed by PCR (the PTC+ isoform is indicated by a red octagon). Primers sets (arrows) were designed to amplify multiple or specific *RpS9* mRNA isoforms (RT-PCR and qPCR primers, respectively). B) RT-PCR validation of the *RpS9* PTC+ mRNA isoform degraded by NMD. C) Experimental design used to assess the affect of *UPF1* knock-down on the abundance of *RpS9* mRNA isoforms. D) RT-qPCR determination of *RpS9* PTC+ mRNA isoform abundance (top panels) and total endogenous *RpS9* mRNA abundance (bottom panels) in S2 cells transfected with a plasmid constitutively expressing an *RpS9* cDNA (red circles) or an empty vector control (blue circles). The affect of *UPF1* knock-down (via incubation with dsRNA) on each *RpS9* mRNA isoform (right panels) is compared to a non-specific dsRNA control (left panels). *RpS9* mRNA isoform abundance values were divided by *GAPDH1* mRNA abundance values to obtain ratios internally controlled for variations in cDNA quantity. Log_2_ transformed ratios for each of three biological replicates is shown as a point and the mean as a dash.

### Diverse forms of *RPS9* alternative splicing are associated with structured and conserved RNA sequences

We hypothesized that *RpS9* autoregulation had an important function and would thus be conserved in other animals. Further, we hypothesized that conserved RNA structures were involved in the cross-regulation of *RPS9A* and *RPS9B* in *S. cerevisiae* and the autoregulation of *RpS9* in *D. melanogaster*, because *E. coli* S4 (the bacterial ortholog), requires an RNA structure to autoregulate by translational repression. Therefore, we predicted that *RPS9* orthologs would be associated with alternatively-spliced mRNA isoforms, conserved RNA structures, and PTCs. To identify such messages, we summarized expressed sequence tags (ESTs) data from diverse animals. Indeed, EST coverage extends outside exons and into introns, which support the existence of rare unspliced or alternatively-spliced transcripts (<5% maximum coverage) (Figure 4, gray bars). To identify ESTs that specifically support alternative splice site usage or cassette exon inclusion, we mapped putative EST exon-exon junctions that spanned both 5′ GT and 3′ AG splice sites (Figure 4, blue and red bars, respectively). With the exception of *Petromyzon marinus*, ESTs from various vertebrates (e.g. *H. sapiens*, *Rattus norvegicus*, *Xenopus tropicalis*, *Danio rerio*, and *Oryzias latipes*) reveal cassette exons that introduce PTCs from the last canonical intron (Figure 4 and Figure S1). *P. marinus* and *D. melanogaster* ESTs, on the other hand, reveal alternative 5′ splice sites that also introduce PTCs from a homologous intron (Figure 4 and Figure S1). Most intriguingly, *Ciona intestinalis* ESTs also support alternative 5′ splice site usage, but in a non-homologous intron compared to those of other animals (Figure 4). Thus, our surveys of animal ESTs suggest that animal *RPS9* orthologs are often alternatively-spliced to utilize RUST. Further, the conservation of alternatively-spliced cassette exons within the last intron among distantly related vertebrates (e.g. ∼400 million years between humans and fish [10]) suggest that these isoforms are functional.

**Figure 4:**
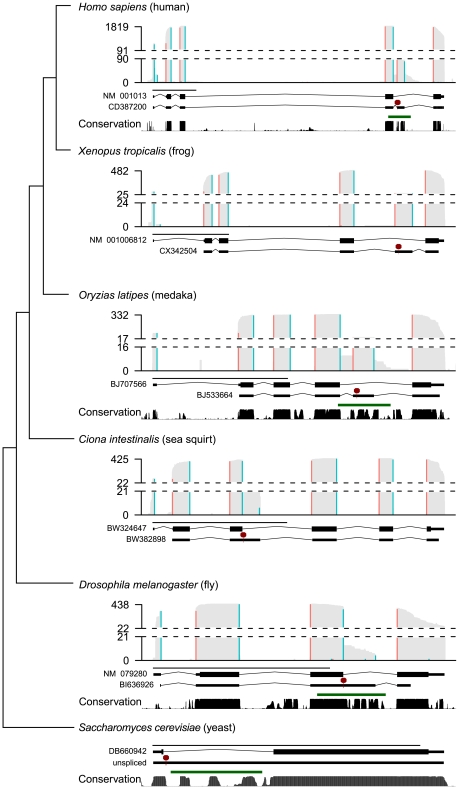
Diverse alternatively spliced *RPS9* isoforms encode PTC+ exons associated with high nucleotide conservation and predicted RNA structures. Summaries of ESTs, predicted RNA structures, and sequence conservation from animal *RPS9* orthologs (*H. sapiens*, *X. tropicalis*, *O. latipes*, *D. melanogaster*, *C. intestinalis*, and *S. cerevisiae*) are presented along a dendogram illustrating their phylogenetic relationships (not to scale). For each species, histograms summarize EST coverage (gray bars) and inferred splice junctions with both 5′ GT (blue bars) and 3′ AG splice sites (red bars). Dashed lines separate the lower 5% and upper 95% histogram values; EST coverage is labeled on the y-axis. Two gene models (below each histogram) are plotted to scale (black line; 1 kb) representing either the major isoform (top gene model) or a spliced PTC+ EST (bottom gene model) for each species (an “unspliced” pre-mRNA is modeled for S. cerevisiae in lieu of an EST). The major isoform sequence is annotated as coding (thick black lines) or UTR (thin black lines) and interrupted by GT-AG introns (angled black lines). The first PTC (red line and octagon) in the representative PTC+ EST sequence (thin lines) is indicated. Below the two gene models, PhastCons scores (black bars), and RNAz predictions (green lines) indicate regions associated with high nucleotide conservation and statistically significant (P>0.9) RNA structure predictions, respectively (*X. tropicalis* not shown; *C. intestinalis* not applicable). PhastCons scores and RNAz predictions were based on MultiZ alignments obtained from the UCSC Genome Browser where available (see Methods).

Also consistent with function, PTC positions in *RPS9* orthologs were associated with high nucleotide conservation (Figure 4). To determine if *RPS9* orthologs were also associated with thermodynamically-stable and structurally-conserved RNA structures, we screened the gene bodies of *RPS9* orthologs for statistically significant RNA structures using RNAz [26] on alignments obtained from the UCSC Genome Browser [27]. In order to examine both intronic and exonic sequences, we obtained sets of nucleotide alignments from closely-related groups of organisms: mammals, drosophilids, teleosts, and hemiascomycetous yeasts. Scanning *RPS9* ortholog alignments in 400 bp windows, we identified predicted RNA structures (P>0.9), specifically within the last intron of mammalian, drosophilid, and teleost *RPS9* orthologs, each overlapping with PTC positions (Figure 4, green lines and red octagons). Similarly, sequence alignments of *RPS9* orthologs from hemiascomycetous yeasts also revealed predicted RNA structures specifically within the single yeast intron, which if unspliced, would introduce a PTC (Figure 4). Due to the lack of sequences similar to the *C. intestinalis RPS9* gene corresponding to the PTC in its third intron, we did not test this region for conserved elements and predicted RNA structures. In any case, these data indicate the potential for autoregulation among distantly related *RPS9* orthologs through the use of different forms of alternative splicing, perhaps through structured RNA elements.

## Discussion

The complex evolutionary history of introns immediately raises three fundamental questions. First, why do introns persist? Second, what functions of introns promote their selection and persistence? Third, are intron functions general across species, or have they acquired different functions in different organisms? Our study sheds light onto these questions.

### Biased intron loss may reflect selection for functional introns

The genes of *S. cerevisiae*, and hemiascomycetous yeasts in general, contain very few introns compared to other eukaryotes [28], which is generally attributed to uncommonly high rates of intron loss within this lineage [15]. Previous observations that *S. cerevisiae* introns are biased for RPGs [1], [2], [29], [30] and other highly expressed genes [4] have been cited as evidence that many *S. cerevisiae* RPG introns have one or more functions. Intriguingly, similar biases are also observed in the intron-poor genomes of *Encephalitozoon cuniculi* [31], [32] and the nucleomorph of *Guillardia theta* [33], suggesting that the bias against RPG intron loss is not limited to yeasts. By measuring the rates of intron loss among recently-duplicated genes, we confirm that an ongoing bias against RPG intron loss is apparent in the lineage leading to *S. cerevisiae* (Figure 1). Thus, the few remaining introns in *S. cerevisiae* may reflect biases in 1) the mechanisms of intron loss and/or 2) selection to keep important introns. In addition to previously-proposed functions of RPG introns (see below), several lines of evidence suggest that the conservation of RPG introns is not merely a function of mutation rates. Reverse transcription-mediated intron loss is expected to preferentially remove 3′ end biased introns from highly-expressed genes [34]. First, intron biases for RPGs run counter to the expectation for intron loss among highly-expressed genes, since these transcripts would be more likely to be reverse transcribed (as discussed in [32]). Second, the majority of *S. cerevisiae* intron losses observed here are not 3′ end biased; in fact, several introns were lost from the 5′ UTR (e.g. *GBP1*, *NHP6A* and *ARF1*). Lastly, at least 21 RPG introns that are present in both the *Lachantea* and *Saccharomyces* clades appear to have been lost from *Z. rouxii*, indicating that species-specific RPG intron losses can occur, but have not done so in the lineage leading to *S. cerevisiae* (Table S1). Biased intron loss, therefore, may reflect species-specific selective pressure to retain functional introns.

### Intron function in the absence of alternative spicing

In many eukaryotes, the presence of large numbers of introns permit alternative splicing, which can be used to increase protein diversity [35]. However, the simple gene architectures of *S. cerevisiae* provide limited opportunity for the generation of multiple protein isoforms through alternative splicing (although a few instances have been described [36], [37]). Instead, *S. cerevisiae* RPG introns have been proposed to confer other functions, such as transcriptional enhancement [4] and splicing regulation. We tested these two hypotheses directly by deleting introns from 16 *S. cerevisiae* genes and assessing the effect on gene expression by microarray.

Unlike intronless copies of some mammalian genes [38], the expression of many RPGs were unaffected or even increased by deleting introns (Figure 2A). Thus, the persistence of these introns may be due to selection for other intron functions, such as splicing regulation, perhaps in response to amino acid starvation [16]. Alternatively, our splicing microarray platform may not provide the sensitivity needed to confidently identify subtle, but potentially important, changes in expression levels. Nonetheless, we did observe large increases in gene expression for *RPS14B*, which is known to autoregulate through splicing inhibition [7]. Thus, it seems likely that this intron and the *RPS9A* and *RPS9B* introns are under additional selection pressure to maintain homeostasis of protein levels. Consistent with this view, regions within the *RPS9A* and *RPS9B* introns are highly conserved (Figure 4 and Figure S2), which strongly suggests that mutations within these introns have been detrimental to fitness during natural history. Therefore, the strong bias against RPG intron loss (see above) may reflect ongoing selection for splicing regulation.

### Evolution of the *RPS9* autoregulatory circuit

The propensity for RNA-binding proteins to utilize alternative splicing for the purpose of autoregulation has long been noted [39] and, in the case of RNA-binding proteins, is remarkably common [40]–[42]. To our knowledge, however, regulation at the level of splicing between organisms as evolutionarily distant as *S. cerevisiae* and humans is exceedingly rare. While autoregulation of RPGs by alternative splicing is common and can be conserved as distantly as worms and humans [20], [21], we find no evidence that other yeast RPGs (i.e. *RPL30* and *RPS14*) are regulated by splicing in both yeast and mammals (Figure S3). Interestingly, S9 orthologs in bacteria (and possibly archaea) are among a small class of RPGs that autoregulate by translational repression [43], [44]. Thus, an intriguing notion is that S9 autoregulation is of particular importance to life or particularly likely to evolve. Presumably, autoregulation of S9 production would benefit the cell by reducing waste [3] and by preventing potentially harmful interactions with low-affinity targets [45].

Cross-regulation, such as between the *RPS9A* and *RPS9B* genes, has also been observed between multiple sets of paralogous splicing regulators, including hnRNPL and hnRNPLL [46], as well as PTB, nPTB and ROD1 [47]. We speculate that these genes exemplify a straightforward principle of gene duplication and evolution: upon gene duplication, autoregulation would inherently become cross-regulation. As the paralogs diverge in abundance and/or protein function, this cross-regulation could become asymmetric (Figure 5A). In theory, such asymmetric cross-regulation among RPG pairs may allow differential expression of functionally-distinct ribosomal proteins to produce a “ribosome code” [48]. What distinct functions are provided by *RPS9A* and *RPS9B* gene products remain to be seen. Interestingly, the *RPS9A* and *RPS9B* genes encode S9 proteins that differ primarily within a small C-terminal acidic patch that may be required for proper ribosomal disassociation [49]. Mutational analyses of these three differing amino acids are needed to definitively test whether *S. cerevisiae* utilizes differential expression of *RPS9A* and *RPS9B* genes to exploit functional differences in the proteins they encode.

**Figure 5:**
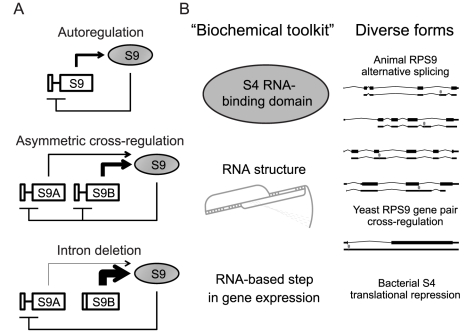
Hypothetical evolution of *RPS9* autoregulation. A) Hypothetical evolution of the *RPS9* autoregulatory circuit after duplication and divergence. Autoregulation of pre-WGD *RPS9* (top) is conserved between post-WGD gene copies despite divergence in expression levels to produce asymmetrical cross-regulation (middle). In *S. cerevisiae*, *RPS9A* and *RPS9B* intron deletions shift the burden of autoregulation onto the other intron-containing gene copy (bottom). B) A theoretical “biochemical toolkit,” which minimally requires an S4 RNA-binding domain and a suitable RNA binding site to perturb an essential step in gene expression (left), could potentially produce the many forms of splicing regulation observed in yeasts and animal *RPS9* orthologs (right).

How does excess S9 regulate the splicing of the *RPS9* orthologs? One possibility is that S9 binds its own mRNA like bacterial S4. A strong paradigm has been set by S14 and L30 in yeast and S26 and S13 in animals, in which these ribosomal proteins bind RNA structures present in their introns [6], [7], [22], [23]. It seems likely that S9 might operate under the same paradigm. Intuitively, conserved RNA structures within the introns of *RPS9* orthologs make for likely targets for S9 binding (Figure 4). However, we do not observe obvious similarities between these predicted structures and the *E. coli* S4 regulatory site, which forms a double pseudoknot [43]. *E. coli* S4 can also bind and regulate a *Bacillis subtilis* mRNA that contains a dissimilar pseudoknot structure [50]. Intriguingly, the conserved RNA structures in *RPS9A* and *RPS9B* also appear to have the potential to form a pseudoknot (Figure S4). Thus, it seems plausible that the putative RNA structures within yeast and animal introns may yet be binding sites for S9 despite considerable structural divergence. This, however, is mere speculation and *in vitro* binding assays are needed to determine if ribosomal protein S9 directly regulates its own expression in *S. cerevisiae* and other eukaryotes. If auto- and cross-regulation were indeed directly mediated by ribosomal protein S9 binding, then comparative biochemical studies using proteins and RNA sequences from different species could provide mechanistic detail to describe how S9 mediates the different forms of alternative splicing.

Why are there so many forms of splicing regulation among *RPS9* orthologs? One possibility is that particular aspects of these forms are ancient and conserved, while others have evolved independently in different lineages. For example, the genetic circuits that specify the development of diverse animal forms (e.g. eyes and limbs) exemplify deep homology, where recent evolutionary innovations overlay a shared “genetic toolkit” [51]. By analogy, genetic circuits themselves (in this case, autoregulation) may share a common “biochemical toolkit” comprised of highly conserved biochemical processes (e.g. RNA∶protein interactions), while independently evolving elaborations on these basic circuits. Thus, translational inhibition of the alpha-operon by S4-binding may represent just one of many possible forms of regulation accessible to the highly conserved S4 RNA-binding domain proteins found throughout cellular life. Alternative splicing in animals and regulated splicing in *S. cerevisiae* may be different elaborations on this autoregulatory circuit, perhaps mediated by different RNA structures within introns (Figure 5B). Thus, we propose that the highly-conserved function of ribosomal protein S9 (and RNA-binding proteins in general) is one part of a biochemical toolkit that is frequently used and reused, as the fundamental autoregulatory circuit is maintained, elaborated and reinvented.

## Methods

### Intron gain and loss analysis

To estimate the propensity for intron loss among RPGs and non-RPGs, we compared annotated *S. cerevisiae* intron-containing genes and WGD-derived gene pairs. *S. cerevisiae* intron annotations were obtained from the *Saccharomyces* Genome Database (http://www.yeastgenome.org/) on 7/20/2011. WGD-derived gene pairs (as inferred from genomic synteny; a.k.a. “Ohnologs”) were obtained from the Yeast Gene Order Browser (http://wolfe.gen.tcd.ie/ygob/) [14]. Because introns are commonly identified by gaps in BLAST-based homology searches, intron-containing genes with short first exons are commonly misannotated. To identify annotated introns upstream of an annotated gene, custom scripts written in R (http://www.r-project.org/) were used to scan 800 bp upstream and 100 bp downstream of the ORF start site with a regular expression that recognizes >90% of *S. cerevisiae* introns by identifying the most common splice sites to minimize false positive matches. The regular expression matches sequences meeting the following criteria in order: 1) any one of the 4 most common of 5′ SSs, 2) an S1 length of at least 30, 3) any one of the 5 most common branchsites, 4) an S2 length between 1 and 50, and 5) any one of the 3 most common 3′ SS trinucleotides, which was formalized as: “(gtatgt|gtacgt|gtaagt|gtatga).{30,}?(tactaac|gactaac|aactaac|tgctaac|cactaac).{1,50}?[tca]ag”. The pre-WGD ancestor was inferred to contain an intron if the majority of available outgroup pre-WGD species orthologs (*C. albicans, L. waltii, L. thermotolerans, L. kluyveri, E. gossypii, K. lactis*) and 1) the *Z. rouxii* ortholog had an intron or 2) the majority of post-WGD species intron (*S. cerevisiae*, *S. bayanus*, *C. glabrata*, *N. castellii* and *V. polyspora*) gene pairs had at least one intron. In this manner, we distinguished independent intron gains and losses in *Z. rouxii* from intron gains and losses immediately after the WGD event.

### *S. cerevisiae* strain construction

Intron deletion mutants were generated by a replacement strategy similar to a previously-described method for intron deletion [52]. Briefly, a PCR product amplified from the plasmid pJPS1232 (generously provided by J. Staley, University of Chicago), which contains the CORE construct [53] fused to the I-SceI endonuclease site, using gene-specific primers containing exon 1 and exon 2 sequences that allow integration and subsequent intron deletion via homologous recombination. Transformed diploid cells (yAP047) were incubated for 4 h at 30°C in the presence of 2% galactose to induce I-SceI endonuclease expression and precise deletion of the CORE cassette. Sporulated haploid cells were confirmed to harbor intron deletions by PCR. To ensure that a precise intron deletion was obtained without any additional mutations, the region surrounding the newly-created exon-exon junction (at least 100 bp) was PCR amplified and sequenced. 

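The deleted intron's feature fell in 17 of 17 strains at a limma adjusted p under 0.05. The log2 ratios ran from -3.55 for *RPL35A* in *rpl35a*Δi to -0.61 for *RPL31A* in *rpl31a*Δi, with a median of -1.98. *RPS9A*'s intron was at -2.64 ± 0.43 (SD, n = 2), *RPS14B*'s at -2.19 ± 0.70 (n = 3), *RPS14A*'s at -1.25 ± 0.71 (n = 3) and *RPS21B*'s at -1.45 ± 0.06 (n = 2). On single arrays the feature was below 0 in 77 of 77 values. These features also served as examples for the layout rule, so their fall is not an independent check of it. *RPL31A*, with 1 replicate, did not pass with slide batch as a block (limma adjusted p = 0.0787), with arrays scaled by MAD (0.657) or with the mutant in Cy5 only (0.307), and 5 of 13 strains passed when each strain was fitted on its own replicates only.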

Strains described in Figure 2 were also confirmed for Δi mutation by decreased microarray intron probe signal. Gene specific primers used for mutagenesis are detailed in Table S2.

### *D. melanogaster* S2 cell RNAi and transfection

Routine passaging of S2 cell cultures and RNAi depletion was performed as described [54] with the following modifications. Briefly, 1 µg/ml of dsRNA was incubated with 3.5E5 cells in 350 µl of media in 24-well plates. After 48 h incubation with dsRNA, cells were transfected with 0.2 µg plasmid with Effectene (Quigen) according to manufacturer's instructions. Cells were harvested with 1 ml TRIzol (Invitrogen) for analysis by RT-qPCR (see below). Primers used to generate PCR products used for dsRNA synthesis (Promega RiboMAX) are described in Table S2.

### RNA isolation and cDNA synthesis

To analyze the expression of genes in *S. cerevisiae* intron deletion strains, 15 ml cultures of mutant and wild-type yeast were grown in parallel at 30°C in rich medium supplemented with 2% glucose to an optical density between A_600_ = 0.5 and 0.7. For microarray hybridization, RNA was isolated by acid-phenol extraction and converted to cDNA as described [16]. A similar protocol was performed for qPCR applications with the following modifications. After RNA isolation, 2 µg of DNase-treated RNA was random primed in a 40 µl reaction containing 1 µg dN9 primer, 50 mM TrisHCl (pH 8.4), 75 mM KCl, 3 mM MgCl2, 10 mM DTT, 0.5 mM dNTPs, and 5 ng murine Moloney leukemia virus (M-MLV) RT. Primers were hybridized at 60°C for 7 min prior to the addition of enzyme, and then incubated with enzyme at 42°C for at least 2 h. Prepared cDNA was diluted at least 10-fold before use in qPCR. Similarly, to analyze *D. melanogaster* S2 cell, 725 µl cultures of S2 cells (UCSF cell culture facility) were grown in 24-well plates at 25°C in Schneider's Drosophila Medium (Gibco) supplemented with 10% fetal bovine serum (UCSF) to a count of ∼5E6 cells. RNA was extracted with 1 ml TriZol (Invitrogen) according to manufacturer's instructions. After RNA isolation, cDNA was prepared with SuperScript III (Invitogen) and random priming according to manufacturer's instructions. Prepared cDNA was diluted at least 10-fold before use in qPCR.

### Microarray analysis

Splicing-sensitive microarrays were constructed and performed as described [16]. In each experiment, a wild-type strain derived from the same parent as the intron deletion mutant strain was used as a reference. Data was analyzed using the R Bioconductor packages marray() and limma() [55] in a custom pipeline based on the Goulphar program [56]. Microarray data used in this study are available in the Gene Expression Omnibus at NCBI (GSE35541).

### Quantitative PCR

Quantitative PCR primers (Table S2) were designed using Primer3 [57] and *S. cerevisiae* or *D. melanogaster* genomic sequence obtained from the UCSC Genome Browser (SacCer1 or dm3, respectively) [58], [59]. Serial dilutions of DNA ranging from 100 to 0.16 ng of the genomic DNA were used to obtain calibration curves, measure primer efficiencies, and ensure that quantification was in a linear dynamic range. Primer sets yielding multiple amplification products or calibration curves with R-squared values of <0.96 were excluded. For each qPCR sample, diluted cDNA was amplified in 25 µl volume reactions containing 250 µM dNTPs, 1× (NH_4_)_2_SO_4_ buffer (Fermentas), 0.5 µM primer, 1.5 mM MgCl2, 1.25 Units Dynazyme II (Finnzymes), and Sybr Green I fluorescent dye (Sigma). Fluorescence was measured on a BioRad Opticon machine using standard cycling conditions (3 min at 95°C, 40 cycles of 15 s at 95°C, 30 s at 55°C, and 15 s at 72°C). Biological replicate qPCR values were determined as the median of technical replicates. For each of 3 biological replicates, target gene values (e.g. *RPS9A*) were divided by reference gene values (e.g. *SCR1*) before log transformation. Plots were generated using the R package ggplot2() [60].

### Assessment of alternative splicing among animal *RPS9* orthologs

To assess EST coverage and splicing, we obtained genomic coordinates corresponding to GenBank ESTs from the UCSC Genome Browser ‘spliced EST’ track, which span at least one canonical intron of at least 32 bases [61]. Custom R scripts were used to calculate EST coverage per genomic nucleotide position, and identify all exon-exon junctions that span putative GT/AG splice site [62]. The following genome assemblies were used in the analysis: *Branchiostoma floridae* (braFlo1); *Ciona intestinalis* (Ci2); *Danio rerio* (danRer7); *Drosophila melanogaster* (dm3), *Oryzias latipes* (oryLat2); *Petromyzon marinus* (petMar1); *Xenopus tropicalis* (xenTro2); *Rattus norvegicus* (rn4); *Mus musculus* (mm9); *Homo sapiens* (hg19).

## Supporting Information

Figure S1 Comparison of spliced isoforms by EST analysis of *RPS9* orthologs from 10 animals. EST summaries of *RPS9* orthologs from 10 animal species illustrated as in Figure 4. Genes are plotted to scale (black line; 1 kb).
(PDF)

Figure S2 Conserved intronic regions among yeast *RPS9* orthologs. Nucleotide alignment of genes encoding ribosomal protein S9 from *L. waltii*, *L. thermotolerans*, *L. kluyveri*, *E. gossypii*, *K. lactis*, *Z. rouxii*, *S. cerevisiae*, *S. bayanus*, *C. glabrata*, *N. castellii* and *V. polyspora*. Note that all genes contain an intron with regions of identical sequences (black shading). Positions of compensatory base pair changes supporting RNA stems shown in Figure S4 are highlighted in purple.
(PDF)

Figure S3 EST analysis of mammalian *RPL30* and *RPS14* does not reveal conserved alternatively-spliced isoforms. EST summaries of *RPL30* and *RPS14* orthologs from human, mouse, and rat illustrated as in Figure 4. Genes are plotted to scale (black line; 1 kb).
(PDF)

Figure S4 Putative RNA structure within the *RPS9A* and *RPS9B* introns. Conserved elements in the *RPS9A* and *RPS9B* introns are associated with a putative pseudoknot structure near the 5′ splice site. A) An illustration of the *S. cerevisiae RPS9A* gene model and nucleotide conservation among closely related yeasts (from the UCSC Genome Browser). Putative RNA stems (predicted by the RNAz program [26]) that overlap with conserved regions are indicated (numbered 1–4). B) Illustration of a putative H-H type pseudoknot (predicted by the IPknot program [64]) based on nucleotide alignment of pre- and post-WGD yeasts (Figure S2). Positions of compensatory base pair changes that support the pseudoknot stems are indicated in purple. Pseudoknot illustration was created with PseudoViewer v3.0 (http://pseudoviewer.inha.ac.kr/).
(PDF)

Table S1 Intron annotations and predictions.
(PDF)

Table S2 Primers.
(PDF)

## References

[1] Bon E, Casaregola S, Blandin G, Llorente B, Neuvéglise C (2003). Molecular evolution of eukaryotic genomes: hemiascomycetous yeast spliceosomal introns.. Nucleic Acids Res.

[2] Mitrovich QM, Tuch BB, Guthrie C, Johnson AD (2007). Computational and experimental approaches double the number of known introns in the pathogenic yeast Candida albicans.. Genome Res.

[3] Warner JR (1999). The economics of ribosome biosynthesis in yeast.. Trends Biochem Sci.

[4] Juneau K, Miranda M, Hillenmeyer ME, Nislow C, Davis RW (2006). Introns regulate RNA and protein abundance in yeast.. Genetics.

[5] Pleiss JA, Whitworth GB, Bergkessel M, Guthrie C (2007). Rapid, transcript-specific changes in splicing in response to environmental stress.. Mol Cell.

[6] Dabeva MD, Warner JR (1993). Ribosomal protein L32 of Saccharomyces cerevisiae regulates both splicing and translation of its own transcript.. J Biol Chem.

[7] Fewell SW, Woolford JL (1999). Ribosomal protein S14 of Saccharomyces cerevisiae regulates its expression by binding to RPS14B pre-mRNA and to 18S rRNA.. Mol Cell Biol.

[8] Dean D, Nomura M (1980). Feedback regulation of ribosomal protein gene expression in Escherichia coli.. Proc Natl Acad Sci USA.

[9] Nomura M, Gourse R, Baughman G (1984). Regulation of the synthesis of ribosomes and ribosomal components.. Annu Rev Biochem.

[10] Hedges SB, Dudley J, Kumar S (2006). TimeTree: a public knowledge-base of divergence times among organisms.. Bioinformatics.

[11] Wolfe KH, Shields DC (1997). Molecular evidence for an ancient duplication of the entire yeast genome.. Nature.

[12] Juneau K, Palm C, Miranda M, Davis RW (2007). High-density yeast-tiling array reveals previously undiscovered introns and extensive regulation of meiotic splicing.. Proc Natl Acad Sci USA.

[13] Zhang Z, Hesselberth JR, Fields S (2007). Genome-wide identification of spliced introns using a tiling microarray.. Genome Res.

[14] Byrne KP, Wolfe KH (2005). The Yeast Gene Order Browser: combining curated homology and syntenic context reveals gene fate in polyploid species.. Genome Res.

[15] Stajich JE, Dietrich FS, Roy SW (2007). Comparative genomic analysis of fungal genomes reveals intron-rich ancestors.. Genome Biol.

[16] Pleiss JA, Whitworth GB, Bergkessel M, Guthrie C (2007). Transcript specificity in yeast pre-mRNA splicing revealed by mutations in core spliceosomal components.. PLoS Biol.

[17] Li Z, Paulovich AG, Woolford JL (1995). Feedback inhibition of the yeast ribosomal protein gene CRY2 is mediated by the nucleotide sequence and secondary structure of CRY2 pre-mRNA.. Mol Cell Biol.

[18] Clark TA, Sugnet CW, Ares M (2002). Genomewide analysis of mRNA processing in yeast using splicing-specific microarrays.. Science.

[19] Nagalakshmi U, Wang Z, Waern K, Shou C, Raha D (2008). The transcriptional landscape of the yeast genome defined by RNA sequencing.. Science.

[20] Mitrovich QM, Anderson P (2000). Unproductively spliced ribosomal protein mRNAs are natural targets of mRNA surveillance in C. elegans.. Genes Dev.

[21] Cuccurese M, Russo G, Russo A, Pietropaolo C (2005). Alternative splicing and nonsense-mediated mRNA decay regulate mammalian ribosomal gene expression.. Nucleic Acids Res.

[22] Ivanov AV, Malygin AA, Karpova GG (2005). Human ribosomal protein S26 suppresses the splicing of its pre-mRNA.. Biochim Biophys Acta.

[23] Malygin AA, Parakhnevitch NM, Ivanov AV, Eperon IC, Karpova GG (2007). Human ribosomal protein S13 regulates expression of its own gene at the splicing step by a feedback mechanism.. Nucleic Acids Res.

[24] Lareau LF, Brooks AN, Soergel DAW, Meng Q, Brenner SE (2007). The coupling of alternative splicing and nonsense-mediated mRNA decay.. Adv Exp Med Biol.

[25] Hansen KD, Lareau LF, Blanchette M, Green RE, Meng Q (2009). Genome-wide identification of alternative splice forms down-regulated by nonsense-mediated mRNA decay in Drosophila.. PLoS Genet.

[26] Washietl S, Hofacker IL, Stadler PF (2005). Fast and reliable prediction of noncoding RNAs.. Proc Natl Acad Sci USA.

[27] Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH (2002). The human genome browser at UCSC.. Genome Res.

[28] Jeffares DC, Mourier T, Penny D (2006). The biology of intron gain and loss.. Trends Genet.

[29] Ares M, Grate L, Pauling MH (1999). A handful of intron-containing genes produces the lion's share of yeast mRNA.. RNA.

[30] Spingola M, Grate L, Haussler D, Ares M (1999). Genome-wide bioinformatic and molecular analysis of introns in Saccharomyces cerevisiae.. RNA.

[31] Katinka MD, Duprat S, Cornillot E, Méténier G, Thomarat F (2001). Genome sequence and gene compaction of the eukaryote parasite Encephalitozoon cuniculi.. Nature.

[32] Lee RCH, Gill EE, Roy SW, Fast NM (2010). Constrained intron structures in a microsporidian.. Mol Biol Evol.

[33] Douglas S, Zauner S, Fraunholz M, Beaton M, Penny S (2001). The highly reduced genome of an enslaved algal nucleus.. Nature.

[34] Fink GR (1987). Pseudogenes in yeast?. Cell.

[35] Nilsen TW, Graveley BR (2010). Expansion of the eukaryotic proteome by alternative splicing.. Nature.

[36] Grund SE, Fischer T, Cabal GG, Antúnez O, Pérez-Ortín JE (2008). The inner nuclear membrane protein Src1 associates with subtelomeric genes and alters their regulated gene expression.. J Cell Biol.

[37] Juneau K, Nislow C, Davis RW (2009). Alternative splicing of PTC7 in Saccharomyces cerevisiae determines protein localization.. Genetics.

[38] Brinster RL, Allen JM, Behringer RR, Gelinas RE, Palmiter RD (1988). Introns increase transcriptional efficiency in transgenic mice.. Proc Natl Acad Sci USA.

[39] Mattox W, Ryner L, Baker BS (1992). Autoregulation and multifunctionality among trans-acting factors that regulate alternative pre-mRNA processing.. J Biol Chem.

[40] Lareau LF, Inada M, Green RE, Wengrod JC, Brenner SE (2007). Unproductive splicing of SR genes associated with highly conserved and ultraconserved DNA elements.. Nature.

[41] Ni JZ, Grate L, Donohue JP, Preston C, Nobida N (2007). Ultraconserved elements are associated with homeostatic control of splicing regulators by alternative splicing and nonsense-mediated decay.. Genes Dev.

[42] Saltzman AL, Kim YK, Pan Q, Fagnani MM, Maquat LE (2008). Regulation of multiple core spliceosomal proteins by alternative splicing-coupled nonsense-mediated mRNA decay.. Mol Cell Biol.

[43] Tang CK, Draper DE (1989). Unusual mRNA pseudoknot structure is recognized by a protein translational repressor.. Cell.

[44] Sano K, Taguchi A, Furumoto H, Uda T, Itoh T (1999). Cloning, sequencing, and characterization of ribosomal protein and RNA polymerase genes from the region analogous to the alpha-operon of escherichia coli in halophilic archaea, halobacterium halobium.. Biochem Biophys Res Commun.

[45] Von Hippel PH, Kowalczykowski SC, Lonberg N, Newport JW, Paul LS (1982). Autoregulation of gene expression. Quantitative evaluation of the expression and function of the bacteriophage T4 gene 32 (single-stranded DNA binding) protein system.. J Mol Biol.

[46] Rossbach O, Hung L-H, Schreiner S, Grishina I, Heiner M (2009). Auto- and Cross-Regulation of the hnRNP L Proteins by Alternative Splicing.. Mol Cell Biol.

[47] Spellman R, Llorian M, Smith CWJ (2007). Crossregulation and functional redundancy between the splicing regulator PTB and its paralogs nPTB and ROD1.. Mol Cell.

[48] Komili S, Farny NG, Roth FP, Silver PA (2007). Functional specificity among ribosomal proteins regulates gene expression.. Cell.

[49] Pnueli L, Arava Y (2007). Genome-wide polysomal analysis of a yeast strain with mutated ribosomal protein S9.. BMC Genomics.

[50] Grundy FJ, Henkin TM (1991). The rpsD gene, encoding ribosomal protein S4, is autogenously regulated in Bacillus subtilis.. J Bacteriol.

[51] Shubin N, Tabin C, Carroll S (2009). Deep homology and the origins of evolutionary novelty.. Nature.

[52] Parenteau J, Durand M, Véronneau S, Lacombe A-A, Morin G (2008). Deletion of many yeast introns reveals a minority of genes that require splicing for function.. Mol Biol Cell.

[53] Storici F, Durham CL, Gordenin DA, Resnick MA (2003). Chromosomal site-specific double-strand breaks are efficiently targeted for repair by oligonucleotides in yeast.. Proc Natl Acad Sci USA.

[54] Rogers SL, Rogers GC (2008). Culture of Drosophila S2 cells and their use for RNAi-mediated loss-of-function studies and immunofluorescence microscopy.. Nat Protoc.

[55] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M (2004). Bioconductor: open software development for computational biology and bioinformatics.. Genome Biol.

[56] Lemoine S, Combes F, Servant N, Le Crom S (2006). Goulphar: rapid access and expertise for standard two-color microarray normalization methods.. BMC Bioinformatics.

[57] Rozen S, Skaletsky H (2000). Primer3 on the WWW for general users and for biologist programmers.. Methods Mol Biol.

[58] Cherry JM, Ball C, Weng S, Juvik G, Schmidt R (1997). Genetic and physical maps of Saccharomyces cerevisiae.. Nature.

[59] Adams MD, Celniker SE, Holt RA, Evans CA, Gocayne JD (2000). The genome sequence of Drosophila melanogaster.. Science.

[60] Wickham H (2009). ggplot2: Elegant Graphics for Data Analysis.

[61] Benson DA, Karsch-Mizrachi I, Lipman DJ, Ostell J, Sayers EW (2011). GenBank.. Nucleic Acids Res.

[62] R Development Core Team (2011). Development Core Team, R: A language and environment for statistical computing.

[63] Hedtke SM, Townsend TM, Hillis DM (2006). Resolution of phylogenetic conflict in large data sets by increased taxon sampling.. Syst Biol.

[64] Sato K, Kato Y, Hamada M, Akutsu T, Asai K (2011). IPknot: fast and accurate prediction of RNA secondary structures with pseudoknots using integer programming.. Bioinformatics.

# Supplementary material for: Diverse Forms of RPS9 Splicing Are Part of an Evolving Autoregulatory Circuit
**Source:** PLoS Genet. 2012 Mar 29;8(3):e1002620. doi: 10.1371/journal.pgen.1002620

Homo sapiens (human)

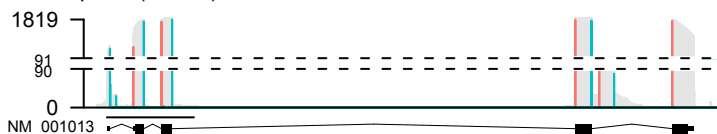

Mus musculus (mouse)

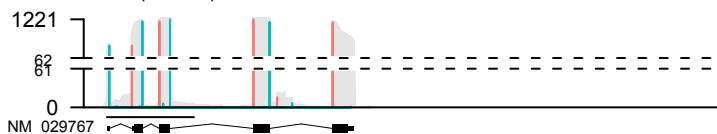

Rattus norvegicus (rat)

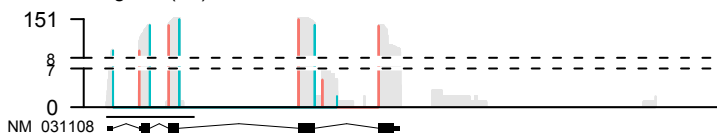

Xenopus tropicalis (frog)

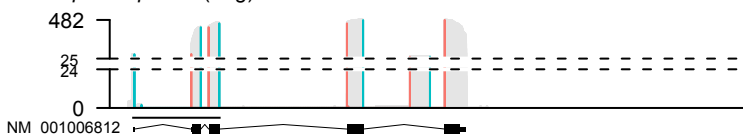

Oryzias latipes (medaka)

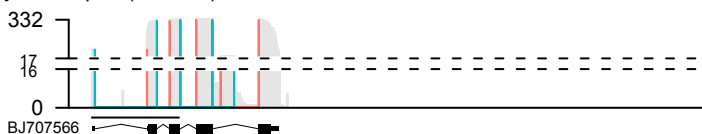

Danio rerio (zebrafish)

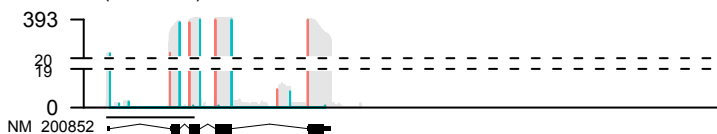

Petromyzon marinus (lamprey)

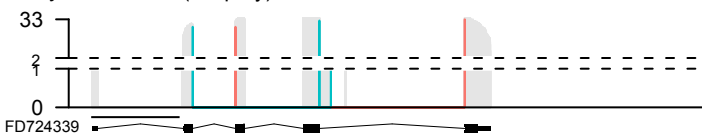

Branchiostoma floridae (lancelet)

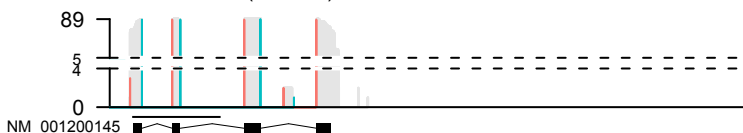

Ciona intestinalis (sea squirt)

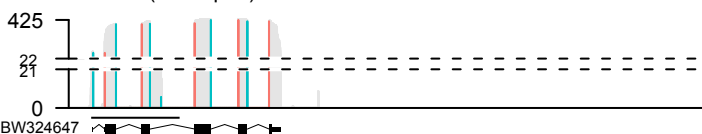

Drosophila melanogaster (fly)

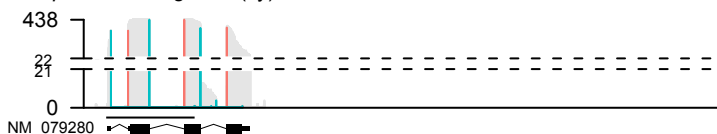

**Supplement:** Figure S1 — Comparison of spliced isoforms by EST analysis of RPS9 orthologs from 10 animals. EST summaries of RPS9 orthologs from 10 animal species illustrated as in Figure 4. Genes are plotted to scale (black line; 1 kb).

# Supplementary material for: Diverse Forms of RPS9 Splicing Are Part of an Evolving Autoregulatory Circuit
**Source:** PLoS Genet. 2012 Mar 29;8(3):e1002620. doi: 10.1371/journal.pgen.1002620
**Supplement:** Figure S2 — Conserved intronic regions among yeast RPS9 orthologs. Nucleotide alignment of genes encoding ribosomal protein S9 from L. waltii, L. thermotolerans, L. kluyveri, E. gossypii, K. lactis, Z. rouxii, S. cerevisiae, S. bayanus, C. glabrata, N. castellii and V. polyspora. Note that all genes contain an intron with regions of identical sequences (black shading). Positions of compensatory base pair changes supporting RNA stems shown in Figure S4 are highlighted in purple.

Klac_RPS9	1	ATGCCAAGTATGTCGTA	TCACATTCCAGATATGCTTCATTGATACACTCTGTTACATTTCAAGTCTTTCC	TTTGAT	TGTCTAGAGAT	GGGGAGAT	ATGCCAGCATCA
Scer_RPS9A	1	ATGCCAAGTACGTCGT	TAATC-----	TTCTCCTTTTA	AGGGGTTGAGAATATTTT	TATATAAAA---	
Egos_RPS9	1	ATGCCAAGTACGTA	-----	TATGACAT	GCAGCAGCGCAGCGC	CCCGG---	
Kthe_RPS9	1	ATGCCAAGTACGTAT	TAACATC-----	ACAACAGATGCCATGCATCCTAACGGA	TGCAGGCGTCCGGAAGAACGAGTTGCAC	TGTGC-----	
Cgla_RPS9A	1	ATGCCAAGTATGTC	TAATATGGACA-----	CCACTCTAA-----	AGTGGAA	TAACTGAAATGAGAA	TGCAC
Cgla_RPS9B	1	ATGCCAAGTACGTT	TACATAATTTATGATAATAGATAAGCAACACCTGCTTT	CTAATAATTTCT	TAGCATGATAGTTATCT	TATCTTTTGCTC	
Vpol_RPS9A	1	ATGCCAAGTACGTAT	-----	ATCAAGTTATTCAC	TTCA-----	TTTGGTTTTAT	
Vpol_RPS9B	1	ATGCCAAGTATGTT	ATAATTATTAATT	TTTCAAAGTATATATATATAAA	TTGGTATATTTATTATCA		
Zrou_RPS9	1	ATGCCAAGTACGTT	TACAAATATG-----	-----	-----	-----	
Lklu_RPS9	1	ATGCCAAGTACGTAT	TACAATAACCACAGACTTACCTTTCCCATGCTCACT	TGTGAATTTGG	AAAAGGTCGAGATGAG	TCATATCAAT--	
Ncas_RPS9A	1	ATGCCAAGTACGTAT	-----	CCAATTAAC-----	AAA	CAACCAAGGATACTATA	
Ncas_RPS9B	1	ATGCCAAGTACGT	-----	-----	-----	-----	
Sbay_RPS9A	1	ATGCCAAGTACGTAT	ATTCATC-----	TTATCCTTTT	AAAAGGAAAAGATAAATTT	TACGCAATAA	
Sbay_RPS9B	1	ATGCCAAGTACGTATTA	-----	CACCCCATCGGG	AAAATGAAAGATAGTTCAATCTCTC---		
Scer_RPS9B	1	ATGCCAAGTACGTATTA	-----	GACTATATCGA	ACAGGACGGAAATCTCTC-----		

Met 5' ss

Klac_RPS9	111	GCT-----	AGCTTAAATCTTC-----	CTTCGAGGA-----	TCGGGTC-----	CTCATGATTCAAT-----	TAAAT-----
Scer_RPS9A	59	-----	AATCATACTTGCT-----	ATGATTTTGAGGA-----	TCGGGTC-----	CTCA-----	TAAAT-----A
Egos_RPS9	48	-----	AAACCCGCGCTAG-----	CCTTAGGT-----	TCGGGTCCTTCGCG-----	-----	-----
Kthe_RPS9	84	-----	AATACTCTTCTTT-----	TTTCGAGGA-----	TCGGGTC-----	CTCA-----	TGAAT-----
Lwal_RPS9	93	ACAA-----	AACTCATCTCTTT-----	TCGAGGA-----	TCGGGTC-----	CTCA-----	TGAAT-----
Cgla_RPS9A	76	AATGAATTGAGAAATTGAA	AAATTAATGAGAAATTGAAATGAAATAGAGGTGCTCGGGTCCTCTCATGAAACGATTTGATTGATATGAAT-----ACCA				
Cgla_RPS9B	93	TACAATTGTAGGGCATTGG	CAGGTTATCTTT-----	GAATGCTAGAGGT-----	TCGGGTC-----	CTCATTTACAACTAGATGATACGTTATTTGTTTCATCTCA	
Vpol_RPS9A	74	-----	AATAAAACCTTT-----	TACATACCTAGTGTATATAGAGGT-----	TCGGGTC-----	CTCATGATCAT-----	TGAAT-----
Vpol_RPS9B	68	AATCAAATTGGAATTCCT	CATTACGATTATCT-----	CCAATGAGGT-----	TCGGGTCCTCTTT-----	TCATTT-----	TCAAT-----
Zrou_RPS9	24	-----	AATCAAGACATT-----	TATGGTCTTAGAGGT-----	TCGGGTC-----	CTCA-----	TAAAT-----
Lklu_RPS9	91	-----	GACTCTTTTCTCT-----	TTTGAGGT-----	TCGGGTC-----	CTCA-----	TGAAT-----
Ncas_RPS9A	46	-----	AATGTATTTCCT-----	CGAGGT-----	TCGGGTC-----	CTCA-----	TAAAT-----
Ncas_RPS9B	14	-----	ACCCCAATCAAG-----	GAATGATTCAGAGGT-----	TCGGGTC-----	CTCA-----	TAAATGATTAATGAGT
Sbay_RPS9A	62	A-----	AGTCATATACACT-----	ATATGACTTTGAGGA-----	TCGGGTC-----	CTCA-----	TAAAT-----A
Sbay_RPS9B	55	-----	AATCCAATTCTTT-----	TAAGAAAGAGGT-----	TCGGGTC-----	CTCA-----	TAAAA-----T
Scer_RPS9B	47	-----	ACTCTGACTCGTT-----	GATTTTGAAAGAGGT-----	TCGGGTC-----	CTCA-----	TAAAT-----A

Conserved stem-loop 2 ((((([ ]]])) . . .))

Klac_RPS9	161	-----	TATTGACTCAAAGTATTTCAAGTACTGA	TATTGATTGTC	AATCTAAACTCTTT	CAT-----	TTGTTCTCT-
Scer_RPS9A	102	TTTTGAAGAGCCTTTGTTGAATTTTT-----	TTCTTTTCGTTTTTTC	CAATAATGGAC	GGTTCTT-----	CATAGAATACTTTT	TTTTTCGAG
Egos_RPS9	83	-----	GTTC	CCG-----	CACTCTG	CCCCC	ACGCC-----
Kthe_RPS9	121	-----	ATTT-----	-----	CTATACCTTCT	CAAT-----	GTCAAGCCG
Lwal_RPS9	133	-----	ATTT-----	-----	CTTCAAACTATCT	CT-----	GTCAAGCCG
Cgla_RPS9A	179	TTGAGGAATA-----	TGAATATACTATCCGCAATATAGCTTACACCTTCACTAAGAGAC	TTGTTTCT-----	ACAAGATCTTTCTGAT	-----	TACACCTA
Cgla_RPS9B	185	TTTGAGATATCAAAATTTTCATCA-----	ATCCTTTTCGTTTCT	TACA-----	ACTTTTTCTCCTG	AGTAAAGGATAC	TATATTTCA
Vpol_RPS9A	135	-----	TATTCAATACCTTTAAAGATTTTT-----	TGTTATTTTATCAGATTTT	CAAACTTGTTTT-----	TATGTCTTC	
Vpol_RPS9B	129	-----	CTTCATTAAGAGCAACTT-----	-----	CATTTCAAAATATTTT	TATGATATTGTTGAAATTA	
Zrou_RPS9	68	-----	GTTAGAGAAATCAA-----	-----	CAATTAAAGC	AGAAAC-----	TGGACCAA
Lklu_RPS9	128	-----	ATTCAAGAA-----	TCTGAGAAGAGAA	TTTCAAACTTTCAAT	-----	CCAATTTGA
Ncas_RPS9A	81	-----	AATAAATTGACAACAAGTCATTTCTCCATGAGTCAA	TTTCTAAA-----	AACTAAAAATCAAACT	-----	AGAATTTTA
Ncas_RPS9B	69	TTTGAAATGAGAAAAGTAGAGAAGAA-----	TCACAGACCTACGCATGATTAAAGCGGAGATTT	AAAAAC	CATTAT-----	TTCAAAATTC	
Sbay_RPS9A	108	TTTGAAAGAGCTTTTCGTTGAAATTAA-----	ATCATTTTCAAAATATGAA-----	CGATTCTT-----	CCCTGATAC	TTTTATT-----	TTGCAATA
Sbay_RPS9B	96	TATGAGAATATGAAATTTAAACACAC-----	ATTCAAAACCTC	CACCGAC-----	AGACTGAAATCTTTCT	-----	ACCTTACT
Scer_RPS9B	92	TTTGAGAATATGAAATTCATAATAG-----	TATACCTTCAATTGAGTAGC	ACGACAAC-----	AGCCTGAATTCTATCC	-----	ATATTGTA

Klac_RPS9	226	-----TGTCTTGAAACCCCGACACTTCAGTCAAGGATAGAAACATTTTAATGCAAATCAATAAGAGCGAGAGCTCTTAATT
Scer_RPS9A	186	AAACCT-----TTACACTGAACTCCCGACACTTCAGT-----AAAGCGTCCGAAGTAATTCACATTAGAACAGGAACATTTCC
Egos_RPS9	108	-----GCACCTGAAACCCGACACTTCAGTG-----
Kthe_RPS9	149	ACACCTTGCTGGATACGCTT-----TTACTCTGAAACCCCGACACTTCAGT-----AAAAGTACCA--GCTACACTGGTGCCTGCCAGCTTGCTCTT-
Lwal_RPS9	161	ACATATCTC-----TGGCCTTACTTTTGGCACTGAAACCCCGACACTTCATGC-----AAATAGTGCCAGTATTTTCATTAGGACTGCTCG-----TTTCA
Cgla_RPS9A	267	CTCTACACA-----GTACCTAAATCCCGACACTTTAGTC-----GTACTATCAT--CTT--AATAGCATGGGCCTA-----TTTTT
Cgla_RPS9B	265	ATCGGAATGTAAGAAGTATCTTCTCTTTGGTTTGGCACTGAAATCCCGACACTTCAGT-----GAAACATT-----ATAACTACAATATCTGTTTTG
Vpol_RPS9A	198	ATCTTTA-----TTGAAATGAACTCCCGACACTTACAATT-----
Vpol_RPS9B	181	CTATATGCAT-----TTGCACTGAACTCCCGACACTTACAGT-----AAATGTTGTA-----ATTTCACTTTTCT
Zrou_RPS9	107	AAAGAT-----TTCGTTTGAAACCCCGACACTTCAATC-----GAAATGTGCC-----
Lklu_RPS9	175	TTCTACC-----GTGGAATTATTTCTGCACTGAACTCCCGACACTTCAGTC-----ACAACTCCA-----
Ncas_RPS9A	152	TC-----TTTTACTGAAATCCCGACACTTCAGAT-----AAAGATATTC--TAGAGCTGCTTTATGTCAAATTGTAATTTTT
Ncas_RPS9B	149	AATAGTTTTG-----TTTCACTGAACTCCCGACACTTCAGTAAAT-----GAACTTTTC--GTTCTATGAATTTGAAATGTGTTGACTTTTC
Sbay_RPS9A	187	TAATCT-----TTGCACTGAAATCCCGACACTTCAGT-----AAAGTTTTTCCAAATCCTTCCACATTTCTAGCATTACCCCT
Sbay_RPS9B	167	ACATCTTTAT-----TTACACTGAACTCCCGACACTTCAGTTAAA--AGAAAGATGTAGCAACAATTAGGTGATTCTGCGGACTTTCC
Scer_RPS9B	171	ATATCTTTAT-----TTACACTGAACTCCCGACACTTCAGTT-----AAACA-----

Conserved stem-loop 4 (K(KK(...[[[[(..)))))

Klac_RPS9	304	AGTAC----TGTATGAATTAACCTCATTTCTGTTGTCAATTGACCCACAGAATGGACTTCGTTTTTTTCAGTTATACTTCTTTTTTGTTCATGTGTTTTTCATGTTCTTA
Scer_RPS9A	263	CCAGT-----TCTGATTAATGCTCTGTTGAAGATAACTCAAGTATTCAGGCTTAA-----
Egos_RPS9	133	-----
Kthe_RPS9	236	-----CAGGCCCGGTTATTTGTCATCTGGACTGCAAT-----
Lwal_RPS9	246	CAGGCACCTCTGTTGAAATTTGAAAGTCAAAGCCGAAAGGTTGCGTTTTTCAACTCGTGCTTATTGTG-----
Cgla_RPS9A	336	CTTCT---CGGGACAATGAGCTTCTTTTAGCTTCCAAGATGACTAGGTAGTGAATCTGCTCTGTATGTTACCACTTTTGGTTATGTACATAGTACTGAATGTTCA
Cgla_RPS9B	354	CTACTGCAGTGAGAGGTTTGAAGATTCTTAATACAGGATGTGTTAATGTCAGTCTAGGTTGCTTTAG-----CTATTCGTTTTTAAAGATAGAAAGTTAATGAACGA
Vpol_RPS9A	232	-----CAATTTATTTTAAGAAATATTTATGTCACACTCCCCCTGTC-----
Vpol_RPS9B	240	CTAGT-----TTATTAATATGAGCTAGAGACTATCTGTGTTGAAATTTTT
Zrou_RPS9	150	-----AGTAATTTGTCATACTGTTACTTTAA--TGGTTATCATGATGCTGTTGTCCTAAT-----
Lklu_RPS9	231	-----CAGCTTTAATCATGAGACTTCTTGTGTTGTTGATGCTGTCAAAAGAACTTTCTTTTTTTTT
Ncas_RPS9A	222	ATCAT-----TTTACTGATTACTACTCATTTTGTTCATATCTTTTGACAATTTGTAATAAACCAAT-----
Ncas_RPS9B	230	CCGTT-----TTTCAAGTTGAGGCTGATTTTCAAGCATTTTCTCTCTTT-----
Sbay_RPS9A	264	TCAG-----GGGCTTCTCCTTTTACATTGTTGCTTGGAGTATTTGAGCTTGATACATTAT-----
Sbay_RPS9B	251	AAAGA-----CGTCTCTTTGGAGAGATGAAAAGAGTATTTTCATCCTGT-----
Scer_RPS9B	213	-----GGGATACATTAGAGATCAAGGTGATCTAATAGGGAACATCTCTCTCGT-----

Klac_RPS9	410	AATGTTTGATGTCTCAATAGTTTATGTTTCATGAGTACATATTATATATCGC-----CGGTTTGATATCCTCGT-----
Scer_RPS9A	312	-----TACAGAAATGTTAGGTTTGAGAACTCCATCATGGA-----TTATGCAATTCGTCAGT-----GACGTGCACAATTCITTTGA
Egos_RPS9	133	-----TGGCAGCCCTCGGC-----
Kthe_RPS9	268	-----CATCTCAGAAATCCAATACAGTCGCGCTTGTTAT-----GGACCTCTAGCCCTGACT-----
Lwal_RPS9	313	-----GGTATCTGCATTTTATATG-----CAGAGCTTACTGCAGGA-----
Cgla_RPS9A	442	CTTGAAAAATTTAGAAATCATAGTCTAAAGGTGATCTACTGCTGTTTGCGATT-----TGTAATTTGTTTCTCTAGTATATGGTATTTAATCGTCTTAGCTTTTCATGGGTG
Cgla_RPS9B	456	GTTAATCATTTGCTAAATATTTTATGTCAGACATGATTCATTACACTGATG-----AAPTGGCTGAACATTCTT-----
Vpol_RPS9A	273	-----TCAGGCATAGAACACTT-----
Vpol_RPS9B	287	-----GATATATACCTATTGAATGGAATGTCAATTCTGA-----TCTAATCTATTATTAAGT-----
Zrou_RPS9	201	-----AGCATGTTGATT-----
Lklu_RPS9	292	--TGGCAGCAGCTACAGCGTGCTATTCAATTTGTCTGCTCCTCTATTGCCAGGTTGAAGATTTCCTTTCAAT-----
Ncas_RPS9A	284	-----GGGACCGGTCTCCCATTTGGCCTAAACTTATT-----GAACTGGAAGATCTTTGAA-----
Ncas_RPS9B	276	-----TCTAGACTCCATT-----
Sbay_RPS9A	322	-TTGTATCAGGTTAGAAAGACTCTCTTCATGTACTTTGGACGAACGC-----CTCACGCTGTTAACCATT-----
Sbay_RPS9B	296	-----AGCGGATACTCAATTAT-----GCGTTCTTAACCCACATA-----
Scer_RPS9B	261	----AACAAATGGGACAGTATTTTATTTTC-----CAAGCGGATACCTAATT-----

Klac_RPS9	479	-----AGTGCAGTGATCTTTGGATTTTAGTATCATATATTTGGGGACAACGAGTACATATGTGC-----	
Scer_RPS9A	387	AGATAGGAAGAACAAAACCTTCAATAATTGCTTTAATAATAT-----TTATGTTAGTGA-----	
Egos_RPS9	148	-----CAATGGGCGGCG-----	
Kthe_RPS9	319	-----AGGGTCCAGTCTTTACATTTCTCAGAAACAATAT-----TCATGAGTAAACTGTA-----	
Lwal_RPS9	350	-----CATGGTATCGAAAAAATAT-----TCATGAGTAGATTGTA-----	
Cgla_RPS9A	547	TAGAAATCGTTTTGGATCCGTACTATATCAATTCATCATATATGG-----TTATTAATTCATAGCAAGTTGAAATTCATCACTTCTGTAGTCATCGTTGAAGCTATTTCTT	
Cgla_RPS9B	524	-----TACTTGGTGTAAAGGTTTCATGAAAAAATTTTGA-----TCATGAACAGTAATATCA-----	
Vpol_RPS9A	291	-----TCAATTAAGCAATCTCCTTTCAATATAT-----TTATGATTCTATGGACC-----	
Vpol_RPS9B	340	-----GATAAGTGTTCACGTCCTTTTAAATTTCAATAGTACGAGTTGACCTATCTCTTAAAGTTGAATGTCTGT-----	
Zrou_RPS9	213	-----TCATTCTCTACTCT-----TTATCTGTCCACC-----	
Lklu_RPS9	365	-----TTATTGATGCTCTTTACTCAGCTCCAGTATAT-----TCATGAGTACATAAAC-----	
Ncas_RPS9A	334	-----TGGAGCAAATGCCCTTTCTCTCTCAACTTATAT-----TTATCCACTGACCCA-----	
Ncas_RPS9B	289	-----AATATTTT-----ATATGAGTACCT-----	
Sbay_RPS9A	385	----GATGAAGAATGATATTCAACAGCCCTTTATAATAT-----TTATGTTACTGA-----	
Sbay_RPS9B	332	-----TCTCTGTTATAT-----TTATGAGCACTT-----	
Scer_RPS9B	304	-----ATGCGTTTTTATCATATCTCTACAATAT-----TTATGAGCACTTA-----	

Klac_RPS9	539	----ACGTGAGTTTTA-----CAATTATTTTGAATA-----	
Scer_RPS9A	439	----TCTTGATCCTCG-----CATTGCTTTGAAAAAGAGAC-----	
Egos_RPS9	160	----GCGCGAAGGACG-----GGACCGACTGGACGCGGC-----	
Kthe_RPS9	368	----GCCCGATCTTCG-----TAGCCTGTTT-----	
Lwal_RPS9	385	----GCCCGTTCTCTCG-----TACTTATTGTTTCATCTGAAC-----	
Cgla_RPS9A	653	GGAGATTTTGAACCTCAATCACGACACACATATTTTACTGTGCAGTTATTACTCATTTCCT-----GAGATATATTTCCATGGATCA-----	
Cgla_RPS9B	576	----TCTGTAGTCTAGTTAATGGAGACCCG-----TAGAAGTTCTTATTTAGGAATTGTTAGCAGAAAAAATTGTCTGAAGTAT-----	
Vpol_RPS9A	334	----TCTTGAACCTCTTTGCAGCA-----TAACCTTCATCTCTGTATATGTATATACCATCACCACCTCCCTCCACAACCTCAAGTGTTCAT	
Vpol_RPS9B	412	----TTTGGACCTTTG-----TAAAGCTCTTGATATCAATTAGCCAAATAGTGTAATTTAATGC-----	
Zrou_RPS9	240	----TCTTGAACCTCG-----TAAACAAATGAATA-----	
Lklu_RPS9	413	----CCGTAAACCTCG-----TAGCATTAAGAAATAT-----	
Ncas_RPS9A	384	----TCTTGAACCTCG-----TAAATTTTCTTTTCTTAAAGATTAA-----	
Ncas_RPS9B	309	----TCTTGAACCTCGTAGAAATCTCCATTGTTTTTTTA-----TTGCCATTGGAACAAG-----	
Sbay_RPS9A	433	----TCTTGATCCTCA-----TTGCCCTTTATGCAAAAAGAGAG-----	
Sbay_RPS9B	356	----TCTTGAACCTCT-----TCCACTATTTTTTACAAAGCAAC-----	
Scer_RPS9B	346	----CTTGGGCCCTTG-----CAGACTTTTGTTCCGGGGAAC-----	

Klac_RPS9	566	-----TTTTCACTAACAAGAAATTA-----	
Scer_RPS9A	471	-----CGCTCACTAACA-----TGCTTGTAATAT-----	
Egos_RPS9	190	-----CAGTAACCTA-----	
Kthe_RPS9	390	-----TTAAACTAACA-----	
Lwal_RPS9	417	-----CCATCACTAACG-----	
Cgla_RPS9A	736	-----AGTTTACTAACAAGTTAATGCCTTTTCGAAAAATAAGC-----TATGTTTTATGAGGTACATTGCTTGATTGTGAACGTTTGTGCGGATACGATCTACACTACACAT	
Cgla_RPS9B	651	-----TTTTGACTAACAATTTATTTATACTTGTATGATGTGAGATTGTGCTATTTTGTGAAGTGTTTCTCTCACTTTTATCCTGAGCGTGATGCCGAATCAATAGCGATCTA	
Vpol_RPS9A	415	-----TTTTTAACTAACAACATCAACTTTT-----CCATTTAATTT-----	
Vpol_RPS9B	466	-----ATTTGACTAACA-----TAAATTAATCATCACA-----	
Zrou_RPS9	267	-----TGTTAACTAAC-----	
Lklu_RPS9	440	-----TTCTATCTAACA-----	
Ncas_RPS9A	422	-----TTTAACTAACA-----TCATTT-----	
Ncas_RPS9B	361	-----CTGGGACTAACAATTTAAT-----TTTTTTAATTTT-----	
Sbay_RPS9A	468	-----CACTCACTAACA-----TGATTTAATAT-----	
Sbay_RPS9B	391	-----TTTTGACTAACAAGT-----TTATTTCAATATCTGTTTTT-----	
Scer_RPS9B	380	-----TTTTGACTAACAAGAAC-----CAATTTTACTTT-----	

branchsite

Klac_RPS9	586	-----TTATC-----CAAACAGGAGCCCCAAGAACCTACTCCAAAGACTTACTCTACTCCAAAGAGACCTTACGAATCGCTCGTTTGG
Scer_RPS9A	497	-----CTTGT-----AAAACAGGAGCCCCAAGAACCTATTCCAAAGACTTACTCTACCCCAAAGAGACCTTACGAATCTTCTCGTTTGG
Egos_RPS9	202	-----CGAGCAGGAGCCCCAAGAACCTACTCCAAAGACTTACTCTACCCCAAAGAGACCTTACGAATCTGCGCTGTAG
Kthe_RPS9	402	-----TTCTT-----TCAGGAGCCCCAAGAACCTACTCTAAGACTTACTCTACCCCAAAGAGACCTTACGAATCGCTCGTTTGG
Lwal_RPS9	429	-----TTCCC-----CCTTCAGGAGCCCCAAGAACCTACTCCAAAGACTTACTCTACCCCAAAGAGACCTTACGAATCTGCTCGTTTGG
Cgla_RPS9A	838	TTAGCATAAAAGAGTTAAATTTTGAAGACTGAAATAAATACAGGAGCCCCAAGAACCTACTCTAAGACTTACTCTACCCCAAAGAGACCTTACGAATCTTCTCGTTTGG
Cgla_RPS9B	760	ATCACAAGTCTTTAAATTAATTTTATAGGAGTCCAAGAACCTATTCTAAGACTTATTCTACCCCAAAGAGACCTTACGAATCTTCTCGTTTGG
Vpol_RPS9A	451	-----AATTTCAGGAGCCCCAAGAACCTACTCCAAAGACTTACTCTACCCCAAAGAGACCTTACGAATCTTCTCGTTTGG
Vpol_RPS9B	494	-----CTTTT-----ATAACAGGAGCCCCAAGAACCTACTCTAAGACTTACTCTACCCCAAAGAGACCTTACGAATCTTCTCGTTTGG
Zrou_RPS9	278	-----GTAGT-----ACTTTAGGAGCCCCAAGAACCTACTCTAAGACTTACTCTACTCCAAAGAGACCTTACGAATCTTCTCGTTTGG
Lklu_RPS9	453	-----TTTTT-----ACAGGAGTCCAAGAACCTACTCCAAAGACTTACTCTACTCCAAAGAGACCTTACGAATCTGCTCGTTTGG
Ncas_RPS9A	440	-----CTTTTAA-----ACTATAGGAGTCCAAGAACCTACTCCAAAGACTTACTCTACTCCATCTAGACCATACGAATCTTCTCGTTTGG
Ncas_RPS9B	393	-----TTTTT-----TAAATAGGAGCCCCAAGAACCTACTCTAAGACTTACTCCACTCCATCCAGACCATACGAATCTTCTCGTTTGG
Sbay_RPS9A	495	-----CTTGT-----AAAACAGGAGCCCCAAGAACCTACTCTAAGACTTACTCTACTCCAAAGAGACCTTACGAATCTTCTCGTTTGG
Sbay_RPS9B	426	-----ATTTT-----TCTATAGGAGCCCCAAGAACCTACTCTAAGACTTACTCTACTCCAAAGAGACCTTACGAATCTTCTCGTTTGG
Scer_RPS9B	409	-----TTTTT-----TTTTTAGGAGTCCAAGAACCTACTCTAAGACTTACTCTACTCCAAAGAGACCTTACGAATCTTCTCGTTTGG

3' ss

Klac_RPS9	664	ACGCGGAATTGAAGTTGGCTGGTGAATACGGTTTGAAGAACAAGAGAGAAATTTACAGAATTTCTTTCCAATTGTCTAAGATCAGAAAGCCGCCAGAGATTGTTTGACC
Scer_RPS9A	575	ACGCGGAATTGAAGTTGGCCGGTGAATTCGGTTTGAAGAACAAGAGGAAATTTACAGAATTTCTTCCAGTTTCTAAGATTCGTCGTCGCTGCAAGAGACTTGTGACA
Egos_RPS9	275	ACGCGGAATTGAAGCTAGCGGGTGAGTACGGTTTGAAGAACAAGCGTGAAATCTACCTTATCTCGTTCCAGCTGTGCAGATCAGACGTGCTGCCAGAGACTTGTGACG
Kthe_RPS9	477	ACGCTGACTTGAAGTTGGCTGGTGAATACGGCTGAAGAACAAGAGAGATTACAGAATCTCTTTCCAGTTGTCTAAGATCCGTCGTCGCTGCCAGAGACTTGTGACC
Lwal_RPS9	507	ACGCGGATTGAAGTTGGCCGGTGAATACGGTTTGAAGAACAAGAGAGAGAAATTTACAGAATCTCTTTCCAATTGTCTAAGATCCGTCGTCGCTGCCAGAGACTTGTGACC
Cgla_RPS9A	948	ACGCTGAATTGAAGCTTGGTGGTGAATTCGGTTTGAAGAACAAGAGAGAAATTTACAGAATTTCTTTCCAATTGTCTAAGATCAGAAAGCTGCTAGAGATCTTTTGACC
Cgla_RPS9B	854	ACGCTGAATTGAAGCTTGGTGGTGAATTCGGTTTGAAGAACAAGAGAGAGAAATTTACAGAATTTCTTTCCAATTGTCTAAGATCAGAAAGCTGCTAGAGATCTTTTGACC
Vpol_RPS9A	524	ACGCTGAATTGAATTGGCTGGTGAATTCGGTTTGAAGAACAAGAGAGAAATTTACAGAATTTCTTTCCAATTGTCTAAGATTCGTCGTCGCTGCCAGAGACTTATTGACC
Vpol_RPS9B	572	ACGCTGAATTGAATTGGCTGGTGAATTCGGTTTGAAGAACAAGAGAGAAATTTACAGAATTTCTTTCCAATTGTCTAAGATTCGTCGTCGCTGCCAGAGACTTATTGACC
Zrou_RPS9	356	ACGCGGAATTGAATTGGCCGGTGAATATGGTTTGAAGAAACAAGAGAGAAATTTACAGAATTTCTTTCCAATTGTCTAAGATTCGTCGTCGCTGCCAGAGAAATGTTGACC
Lklu_RPS9	528	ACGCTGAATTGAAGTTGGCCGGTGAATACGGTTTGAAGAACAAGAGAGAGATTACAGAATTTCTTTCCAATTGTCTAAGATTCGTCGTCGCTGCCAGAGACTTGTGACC
Ncas_RPS9A	520	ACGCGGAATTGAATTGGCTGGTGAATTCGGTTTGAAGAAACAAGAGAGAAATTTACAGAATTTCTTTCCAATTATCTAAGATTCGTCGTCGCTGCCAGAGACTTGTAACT
Ncas_RPS9B	471	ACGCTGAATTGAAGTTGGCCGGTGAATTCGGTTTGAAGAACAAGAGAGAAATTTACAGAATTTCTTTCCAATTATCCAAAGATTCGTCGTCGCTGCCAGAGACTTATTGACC
Sbay_RPS9A	573	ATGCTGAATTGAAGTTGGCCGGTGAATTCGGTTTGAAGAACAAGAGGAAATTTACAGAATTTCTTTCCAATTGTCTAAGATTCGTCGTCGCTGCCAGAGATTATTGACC
Sbay_RPS9B	504	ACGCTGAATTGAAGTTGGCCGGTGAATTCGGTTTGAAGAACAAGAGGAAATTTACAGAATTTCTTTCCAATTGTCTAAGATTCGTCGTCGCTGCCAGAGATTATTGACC
Scer_RPS9B	487	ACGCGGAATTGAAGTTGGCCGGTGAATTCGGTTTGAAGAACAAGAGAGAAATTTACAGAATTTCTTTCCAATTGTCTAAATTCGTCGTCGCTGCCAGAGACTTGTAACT

Klac_RPS9	774	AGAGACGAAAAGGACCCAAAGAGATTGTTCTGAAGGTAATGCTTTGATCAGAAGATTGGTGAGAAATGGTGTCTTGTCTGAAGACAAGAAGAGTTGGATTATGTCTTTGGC
Scer_RPS9A	685	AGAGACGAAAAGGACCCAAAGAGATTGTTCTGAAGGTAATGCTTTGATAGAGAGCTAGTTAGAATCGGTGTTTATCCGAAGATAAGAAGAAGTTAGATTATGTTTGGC
Egos_RPS9	385	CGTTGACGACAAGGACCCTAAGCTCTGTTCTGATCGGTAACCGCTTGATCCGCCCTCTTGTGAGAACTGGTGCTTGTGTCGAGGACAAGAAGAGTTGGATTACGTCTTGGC
Kthe_RPS9	587	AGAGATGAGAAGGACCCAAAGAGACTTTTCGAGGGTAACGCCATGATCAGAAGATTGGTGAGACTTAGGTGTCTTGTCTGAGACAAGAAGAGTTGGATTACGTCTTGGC
Lwal_RPS9	617	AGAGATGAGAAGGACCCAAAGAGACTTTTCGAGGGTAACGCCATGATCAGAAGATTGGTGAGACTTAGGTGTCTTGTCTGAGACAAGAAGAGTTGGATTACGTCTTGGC
Cgla_RPS9A	1058	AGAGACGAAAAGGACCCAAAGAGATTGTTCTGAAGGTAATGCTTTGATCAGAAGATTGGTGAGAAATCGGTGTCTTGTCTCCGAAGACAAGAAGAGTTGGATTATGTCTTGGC
Cgla_RPS9B	964	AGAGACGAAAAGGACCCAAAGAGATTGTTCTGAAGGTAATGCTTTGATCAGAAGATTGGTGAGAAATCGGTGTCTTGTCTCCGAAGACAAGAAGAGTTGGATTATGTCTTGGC
Vpol_RPS9A	634	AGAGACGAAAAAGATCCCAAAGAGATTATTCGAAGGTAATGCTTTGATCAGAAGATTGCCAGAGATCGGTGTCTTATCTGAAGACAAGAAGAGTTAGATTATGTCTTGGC
Vpol_RPS9B	682	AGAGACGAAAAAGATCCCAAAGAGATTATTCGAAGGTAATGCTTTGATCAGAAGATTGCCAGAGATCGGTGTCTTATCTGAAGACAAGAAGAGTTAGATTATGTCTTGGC
Zrou_RPS9	466	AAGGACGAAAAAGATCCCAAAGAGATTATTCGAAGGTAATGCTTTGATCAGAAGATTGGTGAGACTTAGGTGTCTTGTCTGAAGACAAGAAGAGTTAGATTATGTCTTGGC
Lklu_RPS9	638	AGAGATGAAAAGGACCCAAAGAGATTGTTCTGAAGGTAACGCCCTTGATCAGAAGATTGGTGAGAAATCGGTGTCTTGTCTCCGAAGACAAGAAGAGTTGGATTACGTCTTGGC
Ncas_RPS9A	630	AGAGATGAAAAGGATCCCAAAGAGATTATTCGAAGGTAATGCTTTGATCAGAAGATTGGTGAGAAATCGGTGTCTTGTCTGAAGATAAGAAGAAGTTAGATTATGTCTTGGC
Ncas_RPS9B	581	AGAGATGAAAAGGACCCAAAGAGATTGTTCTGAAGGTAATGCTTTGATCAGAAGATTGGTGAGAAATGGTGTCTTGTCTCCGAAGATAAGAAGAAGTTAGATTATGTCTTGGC
Sbay_RPS9A	683	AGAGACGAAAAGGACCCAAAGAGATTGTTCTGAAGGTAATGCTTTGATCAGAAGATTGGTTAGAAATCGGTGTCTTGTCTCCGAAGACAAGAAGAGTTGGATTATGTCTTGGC
Sbay_RPS9B	614	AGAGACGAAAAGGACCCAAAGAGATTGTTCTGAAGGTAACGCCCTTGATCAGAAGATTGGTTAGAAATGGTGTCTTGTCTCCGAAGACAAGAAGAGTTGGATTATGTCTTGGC
Scer_RPS9B	597	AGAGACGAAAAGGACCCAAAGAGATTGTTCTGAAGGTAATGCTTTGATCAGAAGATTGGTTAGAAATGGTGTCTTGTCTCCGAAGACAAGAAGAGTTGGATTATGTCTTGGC

Klac_RPS9	884	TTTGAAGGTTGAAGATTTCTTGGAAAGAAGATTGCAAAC	C	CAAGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATCTCC	CAAAGACACATTG
Scer_RPS9A	795	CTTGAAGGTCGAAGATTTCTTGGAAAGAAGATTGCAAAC	T	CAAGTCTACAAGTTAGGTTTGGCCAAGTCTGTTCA	CACCAAGAGT	TTTATCACTCAAAGACACATTG
Egos_RPS9	495	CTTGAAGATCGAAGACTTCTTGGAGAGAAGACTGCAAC	AC	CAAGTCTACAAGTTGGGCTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATCAAC	CAGAGACACATTG
Kthe_RPS9	697	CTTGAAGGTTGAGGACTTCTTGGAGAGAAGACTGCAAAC	CA	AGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATCAAC	CAGAGACACATTG
Lwal_RPS9	727	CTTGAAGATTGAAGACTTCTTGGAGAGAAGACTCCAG	AC	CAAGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATCAAC	CAAAGACACATTG
Cgla_RPS9A	1168	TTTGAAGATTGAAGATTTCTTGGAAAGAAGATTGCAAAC	T	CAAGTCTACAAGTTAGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATCACT	CAAAGACACATTG
Cgla_RPS9B	1074	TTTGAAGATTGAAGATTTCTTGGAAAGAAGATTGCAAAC	T	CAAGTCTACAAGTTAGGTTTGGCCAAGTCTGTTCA	CACCAAGAGTCTTGATCACT	CAAAGACACATTG
Vpol_RPS9A	744	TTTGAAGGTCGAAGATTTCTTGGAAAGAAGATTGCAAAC	T	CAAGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATTTCC	CAAAGACACATTG
Vpol_RPS9B	792	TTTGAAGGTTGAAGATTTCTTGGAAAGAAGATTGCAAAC	C	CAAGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATTTCC	CAAAGACACATTG
Zrou_RPS9	576	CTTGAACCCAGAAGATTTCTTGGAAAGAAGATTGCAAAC	T	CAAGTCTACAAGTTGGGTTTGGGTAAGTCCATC	CACCACGCTAGAGTCTTGATCAAC	CAAAGACACATTG
Lklu_RPS9	748	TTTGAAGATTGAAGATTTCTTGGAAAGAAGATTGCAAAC	T	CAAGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATCACT	CAAAGACACATTG
Ncas_RPS9A	740	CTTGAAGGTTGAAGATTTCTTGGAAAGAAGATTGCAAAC	T	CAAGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATTTCT	CAAAGACATATTG
Ncas_RPS9B	691	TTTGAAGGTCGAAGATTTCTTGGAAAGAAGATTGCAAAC	T	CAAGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATTTCC	CAAAGACATATTG
Sbay_RPS9A	793	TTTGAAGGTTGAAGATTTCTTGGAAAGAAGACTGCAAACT	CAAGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCAAGAGTCTTGATCACT	CAAAGACACATTG	
Sbay_RPS9B	724	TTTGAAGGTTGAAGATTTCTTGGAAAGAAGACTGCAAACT	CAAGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATCACT	CAAAGACACATTG	
Scer_RPS9B	707	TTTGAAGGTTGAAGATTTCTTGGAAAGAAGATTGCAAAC	T	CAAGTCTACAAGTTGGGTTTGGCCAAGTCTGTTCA	CACCACGCTAGAGTCTTGATCACT	CAAAGACACATTG

Klac_RPS9	994	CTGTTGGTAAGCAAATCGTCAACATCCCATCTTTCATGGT	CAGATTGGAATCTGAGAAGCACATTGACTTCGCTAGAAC	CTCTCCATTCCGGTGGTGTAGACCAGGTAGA
Scer_RPS9A	905	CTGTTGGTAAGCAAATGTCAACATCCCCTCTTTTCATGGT	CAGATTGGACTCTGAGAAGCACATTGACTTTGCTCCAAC	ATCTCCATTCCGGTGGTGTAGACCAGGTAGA
Egos_RPS9	605	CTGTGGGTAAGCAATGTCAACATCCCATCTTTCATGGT	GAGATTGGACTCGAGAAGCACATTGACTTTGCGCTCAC	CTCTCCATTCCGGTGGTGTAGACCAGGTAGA
Kthe_RPS9	807	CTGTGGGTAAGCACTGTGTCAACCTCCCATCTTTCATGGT	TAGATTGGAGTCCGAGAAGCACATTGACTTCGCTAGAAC	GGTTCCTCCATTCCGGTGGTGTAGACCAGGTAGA
Lwal_RPS9	837	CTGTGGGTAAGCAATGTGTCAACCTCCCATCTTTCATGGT	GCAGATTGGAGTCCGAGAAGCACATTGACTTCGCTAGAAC	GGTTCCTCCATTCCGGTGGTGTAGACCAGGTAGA
Cgla_RPS9A	1278	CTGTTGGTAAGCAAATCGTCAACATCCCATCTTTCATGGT	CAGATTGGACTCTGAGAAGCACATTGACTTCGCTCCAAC	TCTCCATTCCGGTGGTGTAGACCAGGTAGA
Cgla_RPS9B	1184	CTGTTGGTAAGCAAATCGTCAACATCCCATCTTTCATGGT	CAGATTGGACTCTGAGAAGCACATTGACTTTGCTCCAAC	TCTCCATTCCGGTGGTGTAGACCAGGTAGA
Vpol_RPS9A	854	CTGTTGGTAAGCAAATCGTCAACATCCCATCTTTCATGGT	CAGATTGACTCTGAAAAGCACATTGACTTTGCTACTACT	TCTCCATTCCGGTGGTGTAGACCAGGTAGA
Vpol_RPS9B	902	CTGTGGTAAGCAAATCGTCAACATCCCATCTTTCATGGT	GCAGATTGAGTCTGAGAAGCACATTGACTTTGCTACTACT	TCTCCATTCCGGTGGTGTAGACCAGGTAGA
Zrou_RPS9	686	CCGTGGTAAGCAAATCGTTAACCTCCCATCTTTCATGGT	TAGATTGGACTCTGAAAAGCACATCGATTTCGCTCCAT	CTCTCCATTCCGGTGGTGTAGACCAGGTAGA
Lklu_RPS9	858	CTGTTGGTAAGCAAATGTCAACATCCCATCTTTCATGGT	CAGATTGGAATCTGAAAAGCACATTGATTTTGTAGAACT	TCTCCATTCCGGTGGTGTAGACCAGGTAGA
Ncas_RPS9A	850	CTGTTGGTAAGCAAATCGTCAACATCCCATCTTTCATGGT	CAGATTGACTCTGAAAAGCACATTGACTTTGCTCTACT	TCTCCATTCCGGTGGTGTAGACCAGGTAGA
Ncas_RPS9B	801	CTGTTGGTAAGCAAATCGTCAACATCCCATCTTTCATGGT	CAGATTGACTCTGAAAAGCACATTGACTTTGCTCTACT	TCTCCATTCCGGTGGTGTAGACCAGGTAGA
Sbay_RPS9A	903	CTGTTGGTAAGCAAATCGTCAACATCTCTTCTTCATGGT	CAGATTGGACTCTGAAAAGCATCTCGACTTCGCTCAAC	TCTCCATTCCGGTGGTGTAGACCAGGTAGA
Sbay_RPS9B	834	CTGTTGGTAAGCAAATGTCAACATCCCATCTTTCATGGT	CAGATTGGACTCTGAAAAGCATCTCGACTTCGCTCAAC	TCTCCATTCCGGTGGTGTAGACCAGGTAGA
Scer_RPS9B	817	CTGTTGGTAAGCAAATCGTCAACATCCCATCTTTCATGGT	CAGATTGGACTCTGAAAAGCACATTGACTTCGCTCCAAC	TCTCCATTCCGGTGGTGTAGACCAGGTAGA

Klac_RPS9	1104	GTGCCAGAAAGAGAGCTGCT-----GCTGCTGGTGGTGAAGAAGCT-----	GACGAAGAATAA
Scer_RPS9A	1015	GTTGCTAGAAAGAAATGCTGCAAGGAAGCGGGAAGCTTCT---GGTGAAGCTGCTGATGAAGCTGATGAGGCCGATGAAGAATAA	
Egos_RPS9	715	GTGCCAGAAAGAGAGCTGCT-----GCTGCT---GCTGGTGGGCTGAA-----GACGAAGAATAA	
Kthe_RPS9	917	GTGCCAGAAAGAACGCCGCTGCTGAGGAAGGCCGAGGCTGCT---GCTGGTGAAGCGCGAAGAG-----GACGCCGAGTAA	
Lwal_RPS9	947	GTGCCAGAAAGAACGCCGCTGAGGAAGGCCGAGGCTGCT---GGTGAAGCGCGAGGAG-----GACGCTGAATAA	
Cgla_RPS9A	1388	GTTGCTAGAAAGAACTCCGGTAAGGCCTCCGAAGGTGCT---GACGATGCCGCTGAAGAAGCT-----GACGAAGAGTAA	
Cgla_RPS9B	1294	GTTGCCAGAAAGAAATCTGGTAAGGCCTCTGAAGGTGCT---GAAGATGCCGCTGAGGAAGCA-----GACGAAGAGTAA	
Vpol_RPS9A	964	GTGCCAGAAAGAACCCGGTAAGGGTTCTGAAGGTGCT---GAAGAAGCCGCTGAA-----GACGAAGAATAA	
Vpol_RPS9B	1012	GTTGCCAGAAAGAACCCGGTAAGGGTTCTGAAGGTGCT---GAAGAAGCCGCTGAA-----GACGAAGAATAA	
Zrou_RPS9	796	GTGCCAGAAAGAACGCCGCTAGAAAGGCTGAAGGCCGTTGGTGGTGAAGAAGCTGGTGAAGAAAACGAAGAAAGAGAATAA	
Lklu_RPS9	968	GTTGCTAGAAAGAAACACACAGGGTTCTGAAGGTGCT---GAAGCTGAC-----GACGAAGAATAA	
Ncas_RPS9A	960	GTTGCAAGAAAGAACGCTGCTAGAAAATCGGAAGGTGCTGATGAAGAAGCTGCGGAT-----GAAGAAGAATAA	
Ncas_RPS9B	911	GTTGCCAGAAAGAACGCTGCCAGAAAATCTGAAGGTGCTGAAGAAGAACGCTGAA-----GACGAAGAATAA	
Sbay_RPS9A	1013	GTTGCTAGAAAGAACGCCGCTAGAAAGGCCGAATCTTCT---GGTGAAGCTGCTGAAGAAGCT-----GACGAAGAATAA	
Sbay_RPS9B	944	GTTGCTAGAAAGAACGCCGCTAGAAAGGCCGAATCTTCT---GGTGAAGCTGCTGAAGAAGCT-----GACGAAGAATAA	
Scer_RPS9B	927	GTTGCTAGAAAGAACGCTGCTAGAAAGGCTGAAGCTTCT---GGTGAAGCTGCTGAAGAAGCCGAA-----GACGAAGAATAA	

Stop

# Supplementary material for: Diverse Forms of RPS9 Splicing Are Part of an Evolving Autoregulatory Circuit
**Source:** PLoS Genet. 2012 Mar 29;8(3):e1002620. doi: 10.1371/journal.pgen.1002620
**Supplement:** Table S1 — Intron annotations and predictions.

Gene.1	Gene.2	Name.1	Name.2	Gene class	Calb	Lklu	Lthe	Lwal	Egos	Klac	Zrou	Vpol	Ncas	Cgla	Sbay	Scer	preWGD Ancestor
Scer_YGOB_SDC25	YLR310C	NA	PUS1	non-RPG													1
Scer_YGOB_YDR134C	YLR110C	NA	FKS1	non-RPG													1
YAL015C	YOL043C	NTG1		non-RPG													1
YAL037W	YOR342C		SKI7	non-RPG													1
YAL051W	YOR363C	OAF1	YPT32	non-RPG													1
YAL056W	YOR371C	GPB2	HRB1	non-RPG													1
YAL062W	YOR375C	GDH3	NHP6A	non-RPG													1
YAR002C-A	YGL002W	ERP1	RIM11	non-RPG													1
YBL005W	YGL013C	PDR3	SEC14	non-RPG													1
YBL009W	YGL021W	ALK2	APE2	non-RPG													1
YBL039C	YJR103W	URA7	SCS2	non-RPG													1
YBL043W	YJR115W	ECM13	SRC1	non-RPG													1
YBL061C	YER096W	SKT5	PST1	non-RPG													1
YBL067C	YER098W	UBP13		non-RPG													1
YBL068W	YER099C	PRS4	ARF1	non-RPG													1
YBL069W	YER101C	AST1	SNC2	non-RPG													1
YBL079W	YER105C	NUP170		non-RPG													1
YBL101C	YPR030W	ECM21	IMD3	non-RPG													1
YBL106C	YPR032W	SRO77	COX5B	non-RPG													1
YBR001C	YDR001C	NTH2	CPT1	non-RPG													1
YBR014C	YDL010W	GRX7	UBC5	non-RPG													1
YBR068C	YDR046C	BAP2	AIM11	non-RPG													1
YBR104W	YPR058W	YMC2	TUB1	non-RPG													1
YBR117C	YPR074C	TKL2	YSC84	non-RPG													1
YBR145W	YOL086C	ADH5	SUN4	non-RPG													1
YBR150C	YOL089C	TBS1	RPL14A	RPG													1
YBR177C	YPL095C	EHT1	RPL17A	RPG													1
YBR183W	YPL087W	YPC1	RPL27A	RPG													1
YBR214W	YGL056C	SDS24	RPS26A	RPG													1
YBR270C	YJL058C	BIT2	RPL40B	RPG													1
YBR278W	YJL065C	DPB3	RPL43A	RPG													1
YBR284W	YJL070C		RPS10A	RPG													1
YCL036W	YDR514C	GFD2	RPL13B	RPG													1
YCL037C	YDR515W	SRO9	RPS24B	RPG													1
YCR024C-A	YEL017C-A	PMP1	RPL2B	RPG													1
YCR026C	YEL016C	NPP1	RPL24B	RPG													1
YCR048W	YNR019W	ARE1	RPS23B	RPG													1
YCR052W	YNR023W	RSC6	RPS27A	RPG													1
YCR073W-A	YNR034W	SOL2	RPL16B	RPG													

Gene.1	Gene.2	Name.1	Name.2	Gene class	Calb	Lklu	Lthe	Lwal	Egos	Klac	Zrou	Vpol	Ncas	Cgla	Sbay	Scer	preWGD Ancestor	
YDR107C	YLR083C	TMN2	RPS21A	RPG										1				
YDR111C	YLR089C	ALT2	RPS30B	RPG														1
YDR125C	YLR099C	ECM18	RPL6A	RPG														1
YDR132C	YLR108C		RPL36B	RPG														1
YDR144C	YLR120C	MKC7	RPL20B	RPG														1
YDR151C	YLR136C	CTH1	RPL18A	RPG														1
YDR178W	YLR164W	SDH4	RPS19A	RPG														1
YDR206W	YLR233C	EBS1	RPL33A	RPG														1
YDR222W	YLR225C		CDC25	non-RPG														0
YDR223W	YLR223C	CRF1	CCW12	non-RPG														0
YDR251W	YPL032C	PAM1	NTG2	non-RPG													0	
YDR259C	YOR028C	YAP6		non-RPG													0	
YDR277C	YOR047C	MTH1	PIP2	non-RPG													0	
YDR300C	YHR033W	PRO1	GPB1	non-RPG													0	
YDR303C	YHR056C	RSC3	GDH1	non-RPG													0	
YDR309C	YHR061C	GIC2	ERP6	non-RPG													0	
YDR312W	YHR066W	SSF2	PDR1	non-RPG													0	
YDR326C	YHR080C	YSP2	ALK1	non-RPG													0	
YDR342C	YHR092C	HXT7	URA8	non-RPG													0	
YDR351W	YHR103W	SBE2		non-RPG													0	
YDR353W	YHR106W	TRR1	SHC1	non-RPG													0	
YDR358W	YHR108W	GGA1	UBP9	non-RPG													0	
YDR389W	YOR134W	SAC7	PRS2	non-RPG													0	
YDR436W	YML016C	PPZ2	AST2	non-RPG													0	
YDR438W	YML018C	THI74	NUP157	non-RPG													0	
YDR463W	YHR006W	STP1	CSR2	non-RPG													0	
YDR492W	YOL101C	IZH1	SRO7	non-RPG													0	
YDR497C	YOL103W	ITR1	NTH1	non-RPG													0	
YDR502C	YLR180W	SAM2	GRX6	non-RPG													0	
YDR505C	YLR177W	PSP1	BAP3	non-RPG													0	
YEL006W	YIL006W	YEA6	YMC1	non-RPG													0	
YEL041W	YJR049C	YEF1	TKL1	non-RPG													0	
YEL047C	YJR051W		ADH1	non-RPG													0	
YEL060C	YOR003W	PRB1	HAL9	non-RPG													0	
YER027C	YGL208W	GAL83	EEB1	non-RPG													0	
YER028C	YGL209W	MIG3	YDC1	non-RPG													0	
YER035W	YGL222C	EDC2	SDS23	non-RPG													0	
YER039C	YGL225W	HVG1	BIT61	non-RPG														

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

Gene.1	Gene.2	Name.1	Name.2	Gene class	Calb	Lklu	Lthe	Lwal	Egos	Klac	Zrou	Vpol	Ncas	Cgla	Sbay	Scer	preWGD Ancestor
YML124C	YML085C	TUB3	DBP1	non-RPG													0
YFR024C-A	YHR016C	LSB3	FRK1	non-RPG													0
YIL123W	YNL066W	SIM1	NUP53	non-RPG													0
YBR031W	YDR012W	RPL4A	CPR2	non-RPG													0
YDR418W	YEL054C	RPL12B	PCL7	non-RPG													0
YGL135W	YPL220W	RPL1B		non-RPG													0
YLR441C	YML063W	RPS1A	PST2	non-RPG													0
YLR029C	YMR121C	RPL15A	ABF2	non-RPG													0
YGR085C	YPR102C	RPL11B		non-RPG													0
YDL184C	YDL133C-A	RPL41A	HBT1	non-RPG													0
YHL033C	YLL045C	RPL8A	GAL3	non-RPG													0
YLR264W	YOR167C	RPS28B	ATO2	non-RPG													0
YHL001W	YKL006W	RPL14B		non-RPG													0
YJL177W	YKL180W	RPL17B	FRT1	non-RPG													0
YDR471W	YHR010W	RPL27B		non-RPG													0
YER131W	YGL189C	RPS26B	GEX2	non-RPG													0
YIL148W	YKR094C	RPL40A	FPK1	non-RPG													0
YJR094W-A	YPR043W	RPL43B	EFT1	non-RPG													0
YMR230W	YOR293W	RPS10B	MAD3	non-RPG													0
YDL082W	YMR142C	RPL13A		non-RPG													0
YER074W	YIL069C	RPS24A		non-RPG													0
YFR031C-A	YIL018W	RPL2A	GLG1	non-RPG													0
YGL031C	YGR148C	RPL24A		non-RPG													0
YGR118W	YPR132W	RPS23A	RNR2	non-RPG													0
YHR021C	YKL156W	RPS27B	TCB1	non-RPG													0
YIL133C	YNL069C	RPL16A	LYS21	non-RPG													0
YNL096C	YOR096W	RPS7B	NSG2	non-RPG													0
YHR203C	YJR145C	RPS4B	POR1	non-RPG													0
YBL027W	YBR084C-A	RPL19B	SOL3	non-RPG													0
YBL072C	YER102W	RPS8A	PIN3	non-RPG													0
YBL087C	YER117W	RPL23A	RCK2	non-RPG													0
YBR048W	YDR025W	RPS11B	UME1	non-RPG													0
YBR181C	YPL090C	RPS6B	RCR2	non-RPG													0
YBR189W	YPL081W	RPS9B	RLM1	non-RPG													0
YBR191W	YPL079W	RPL21A	GND1	non-RPG													0
YCR031C	YJL191W	RPS14A		non-RPG													0
YDL061C	YLR388W	RPS29B	UAF30	non-RPG													0
YDL075W	YLR406C	RPL31A	RMD9	non-RPG													0
YDL083C	YMR143W	RPS16B															

Code	WGD	Intron evidence	Intron number	Gene number	
	pre-WGD	none		0	1
	pre-WGD	1 annotation		1	1
	pre-WGD	1 prediction		1	1
	pre-WGD	1 annotation	multiple per gene		1
	post-WGD	none		0	2
	post-WGD	prediction		1	2
	post-WGD	annotation		1	2
	post-WGD	1 prediction and 1 annotation		2	2
	post-WGD	2 predictions		2	2
	post-WGD	2 annotation		2	2
	post-WGD	annotation	multiple per gene		2
	post-WGD	none		0	1
	post-WGD	1 predictions		1	1
	post-WGD	1 annotation		1	1
	No ortholog	NA	NA	NA

How the deposited data were processed for this re-analysis (not part of the article)

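Data were log2 ratios of intron deletion mutant over wild type from 78 2-colour arrays of 17 strains. Cultures of mutant and wild type were grown in parallel in rich medium, and 1 array of each replicate has the mutant in Cy3 and 1 has it in Cy5. The log2 ratios were normalized by the authors with marray and limma in a pipeline based on Goulphar, as the paper's Methods state, and the direction had already been turned so that positive values mean more RNA in the mutant. This was checked on the deleted intron, which is below 0 with the mutant in either dye. Background correction, spot filters and program versions of that pipeline are not given in the sources used here, and neither are intensities, so their effect and that of dim spots could not be tested. Between 83 and 3552 of 9216 spots of an array had no value (median 1187.5, 12.9%). Arrays of *rps9a*Δi lacked 2588 to 3552 spots, those of *rps9b*Δi 131 to 900. In *rps9a*Δi 923 genes and 202 indices could thus be tested, against 941 and 227 in *rps9b*Δi, and part of them rest on 1 replicate. No column was left out.

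Spots were assigned to genes by the array's own annotation: 8742 spots carry 1 symbol, 0 several and 474 none. All 982 symbols matched the yeast gene table by identifier, and 0 were updated. That table served for names only, and no coordinates are given. The 6 spots of a feature were averaged. Intron, junction and exon features were told apart by their place in the printing layout, with the deleted introns as examples, and 15 genes were placed by a part of the rule that no deleted intron tests. A total of 79 features without a symbol and 50 named features without a kind were not used. Of the genes, 10 have 2 exon features, which were averaged. The Intron Accumulation Index of a gene is its intron value minus its exon value in each replicate.

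The dye-swapped arrays of a replicate were averaged, giving 39 values for each gene. These were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with 1 mean per strain and 22 residual degrees of freedom, and each mean was tested against 0. P-values were adjusted by the method of Benjamini and Hochberg over the genes of each strain, with 0.05 as the threshold. A strain with 1 replicate is assumed to vary like the others. The sources used here do not say whether replicates are separate cultures, so the p-values may measure technical spread. In *rpl23a*Δi, *rpl34a*Δi, *rps14a*Δi and *rps8a*Δi, *MFA2* was lower in part of the replicates only. In *rpl23a*Δi it was at -4.00 and -3.43 against 0.19. These values argue against technical spread alone in those 4 strains. The median SD after limma's moderation of variances was 0.15 for exon, 0.18 for intron and 0.23 for index values. The fit was tested on simulated data with known changes in 200 of 941 genes by exon value, with independent noise and no batch or dye effect. Whiskers reach 1.5 interquartile ranges beyond the quartiles, and the count of strains above 0 was given a two-sided exact binomial test. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

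Gene lists were tested in each strain with limma's camera on moderated statistics, with a preset correlation of 0.01, lists of at least 3 measured genes and the strain's own gene left out, adjusted over lists and strains separately for exon and index values. The lists were RPL, RPS, other intron-containing genes, splicing-autoregulated genes, meiotic intron-containing genes, mating-type genes, stress genes, ribosome biogenesis genes, splicing factors, glycolysis, nonsense-mediated decay and marker genes of strain construction. With a correlation estimated for each list, 0 of the list calls held (14 of 170 pairs of list and strain by exon values and 11 of 85 by index at an unadjusted p under 0.05 in camera). For splicing factors by index no correlation could be estimated, since too few of these genes have a value in every replicate, and this list had 0 calls at the preset correlation. Genes named are the intronless genes and their paralogs, the genes the paper names for splicing regulation, members of the lists that passed, and those with the largest changes of the same sign in every replicate: up to 10 each way in *rps9a*Δi, *rps9b*Δi, *rps14b*Δi and *rps21b*Δi (5 by index) and 3 each way in the other strains. The lists, this rule, the tests of genes, lists and counts, and most of the alternatives below were chosen before the data were examined, while 4 of the 9 tests of explanations in the closing section were chosen after the results were seen.

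Alternatives were: centring or scaling each array, the median over spots, either dye alone, slide batch as a block or each batch alone, replicate block, each strain against the mean of the others, each array as a replicate, the arrays of the replicate of *rpl2a*Δi that lie on slides of different batches counted apart, complete features only, robust eBayes, each strain's own replicates only, leaving out each replicate, whiskers of 3 interquartile ranges, junction features in the index and the estimated correlation. A term for replicates with lower *MFA2* (below -1) and an index fit without the deleted intron's own strain were chosen after seeing the data. The term is set only by the 4 strains with lower *MFA2* in part of their replicates, where it cannot be told apart from slide batch. Experiments by RT-qPCR, in Drosophila cells and on sequence databases were not analysed here.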

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

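The tests of arrays of another strain, of opposite mating type, of 1 slide batch and of mitochondrial RNA were chosen only after the results were seen, as were the term for replicates with lower *MFA2* and the condition, in the test of the mating-type difference in *rpl40b*Δi, that a median lie under its bound by more than the SD between replicates.

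In 23 of 39 replicates *MFA2* lay between -4.65 and -3.04, against -0.19 to 0.73 in the other 16, a signal the paper does not report on. *MFA1* (-3.72 to -1.86) was lower in the same replicates, and the alpha-specific genes *STE3* (0.66 to 3.49) and *MF(ALPHA)1* (1.16 to 6.78) were higher, in all replicates of 7 strains and in part of those of 4, *rpl23a*Δi, *rpl34a*Δi, *rps14a*Δi and *rps8a*Δi. The tables argue against arrays of another strain, since the deleted intron was below 0 on 46 of 46 arrays, and against dye bias, since *MFA2* was at -2.60 or lower on each of them. A term for these replicates left 112% or more of the rise of *RPS14B* (1.96) and *RPS21B* (0.52). It cannot decide whether these replicates carry that rise, since each replicate of *rps14b*Δi and *rps21b*Δi has lower *MFA2*. The term is set by the 4 mixed strains, where replicates with lower *MFA2* lie in slide batch C and the others in A or D. *MATALPHA1* ran from 1.09 to 4.48 in the replicates with lower *MFA2* and from -2.28 to 1.16 in 12 of the others, so its ranges overlap. The lowest *STE3* value in the replicates with lower *MFA2*, 0.66, lies above the highest of the others, 0.07. Mutant and wild-type cells may thus have been of opposite mating type. How far other calls in these strains follow from it stays open, since slide batch C holds 15 of the 23.

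In *rpl40b*Δi, 105 genes changed, 68 up and 37 down (limma, 211 at an unadjusted p under 0.05), a strain whose other genes the paper does not discuss. The tables argue against 1 slide batch, since the median of the stress list was 0.41 or higher in each replicate, and against dye bias, with 0.51 as the lower of the dye orientations. The mating-type difference cannot be told apart from an effect of the deletion. The median of the stress list over the other 20 replicates with lower *MFA2* was 0.053, under the bound set before, 50% of the lowest *rpl40b*Δi replicate, but by less than the SD between replicates (0.32, range -0.76 to 0.55). Of the 20, 7 lie at that bound or above and 10 below 0. The ribosome biogenesis list was not part of that test. Its median was -0.21 or lower in each *rpl40b*Δi replicate. In the 20 it ran from -0.35 (*rps21b*Δi replicate 2) to 0.23 (*rps14b*Δi replicate 1). It was above 0 in each replicate of *rpl2b*Δi and *rps14b*Δi, and below 0 in those of *rps14a*Δi and *rps8a*Δi. The term for replicates with lower *MFA2* left 20 calls in *rpl40b*Δi. The growth state of the cultures cannot be told apart from an effect of the deletion either. The 6 growth values are protocol settings given alike for every strain, so that 0 of 6 differ was fixed beforehand. Measurements of single cultures are not given in the sources used here. Without replicate 2 the count was 14 and without replicate 3 it was 35, so it rests in part on single replicates.

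In *rps9a*Δi, *NDT80*, a meiotic transcription factor, fell by 1.98 ± 0.43 (SD, n = 2) and tR(UCU)Q1, a mitochondrial tRNA gene, was lower, at -1.52 ± 0.27 (n = 2), outside the genes the paper discusses (limma adjusted p = 1.01e-05 and 1.73e-09). For a wider change of mitochondrial RNA, the medians over mitochondrial tRNA genes were -0.27 and -0.14 in the replicates (20 genes with a value in each), against -0.26 to 0.39 in 37 other replicates (18 to 24 genes), and 16 of 22 genes had a mean below 0 in this strain. The higher of these medians, -0.14, lies within that range and the lower outside it. By the median such a change thus cannot be told apart from replicate spread with 2 replicates. Means of single genes ran from -1.52 for tR(UCU)Q1 to 0.35 for tH(GUG)Q, with tA(UGC)Q at -1.31, tC(GCA)Q at -1.23 and tE(UUC)Q at -0.96. No biological explanation was tested for *NDT80*.

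*RPL29*, in a strain that Figure 2 does not show, measured 0.54 (SE 0.21, n = 1) in *rpl29*Δi, above the upper whisker at 0.37, and did not pass (limma adjusted p = 0.558).

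By the limma test of the difference, *rps9a*Δi minus *rps9b*Δi, 4 of 923 exon values differ: *RPS9A* 2.69, tR(UCU)Q1 -1.60, *NDT80* -1.93 and *RPS9B* -0.67. The *RPS9B* difference takes in its rise of 0.52 in *rps9b*Δi, with -0.15 in *rps9a*Δi. Of 203 indices 10 differ: *RPS9A* -5.13 and *RPS9B* 3.10, each with its intron deleted in one of the strains, *PRE3* -2.23, *UBC9* -1.27, *LSM7* 1.50, *TDA5* -0.76, *RBS1* -1.44, *SMD2* -1.91, *RPL30* -0.72 and *RPL33B* -0.56. Of these, *PRE3*, *UBC9*, *LSM7*, *RBS1* and *SMD2* have a value in 1 replicate of *rps9a*Δi only, so their spread there was not measured and limma takes it from the other strains.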

How the results depend on the processing

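The term for replicates with lower *MFA2* and the index fit without the deleted intron's own strain were chosen only after the results were seen. Over all alternatives, the values and counts that answer a comparison kept their direction and side of the threshold, or stayed within 1.5 times, in 715 cases, while 94 moved, 18 lost a call, 3 gained it and 1 reversed. For named genes this held in 1559 cases, while a call was lost in 317 and gained in 4, a value without a test moved in 40, and 13 reversed. *RPS14B* kept its call in each alternative that gives a p (1.51 to 2.00), as did *RPS9A* in *rps9b*Δi (-1.79 to -1.47) and the *RPS9A* difference (2.47 to 2.94). For the changes below the cause was not tested unless stated, and counts over fewer strains stand against the reported count over the same strains.
Mutant in Cy3 only: *RPS9A* in *rps9a*Δi 0.68, *RPS9B* difference -0.79, *RPS9B* index in *rps9a*Δi 0.90 (adjusted p = 0.0418 in limma, 0.0287 to 0.653 over its other alternatives, and 0.329 to 0.987 with 1 replicate left out), paralog indices passing 3, intronless genes above the whisker 2, calls 834 against 180, index calls 79 against 13, lists 19 against 37, *rps14b*Δi 29, *rps21b*Δi 19, *rps9b*Δi 87, with *ITT1* at 0.42 and *POP4* at 0.43 in *rps9a*Δi reversed. Mutant in Cy5 only: *RPS21B* 0.40, *RPS9B* difference -0.55, intronless genes passing 3, paralogs 1, index above the whisker 1, calls 313, index calls 41, *rpl40b*Δi 64, *rps14b*Δi 45, *rps21b*Δi 5, *rps9a*Δi 22. Slide batch block: *RPS21B* 0.39, *RPS9B* difference -0.61, paralogs 1, index above the whisker 1, index calls 43, *rps21b*Δi 0, *rps9a*Δi 39. Batch A alone, without residual degrees of freedom as in batch D: *RPS9B* in *rps9b*Δi 0.55. Batch B alone: *RPS21B* 0.42, *RPS9B* in *rps9b*Δi 0.51, *RPS9B* difference -0.66, intronless genes 1 against 3, calls 117 against 24, index calls 62 against 8, *rps9a*Δi 6, *rps9b*Δi 2. Batch C alone: paralog indices 1 against 0, lists 43 against 20, calls 1389 against 158, index calls 218 against 5, *rpl40b*Δi 254, *rps14b*Δi 146. Each strain against the mean of the others: *RPS9B* index in *rps9a*Δi 0.76, paralog indices 2, paralogs 1, calls 77, *rpl40b*Δi 62, *rps14b*Δi 1, *rps21b*Δi 1, *rps9a*Δi 7, *rps9b*Δi 3. For that index the others include *rps9b*Δi, where the *RPS9B* intron is deleted (index -2.52). Own replicates only, where fewer samples give fewer degrees of freedom: *RPS21B* 0.42, *RPS9A* 1.06, *RPS9B* 0.52, intronless genes 1, paralogs 1, deleted introns 5 against 13, index calls 6, calls 60 against 178, *rpl40b*Δi 11, *rps9a*Δi 0, *rps9b*Δi 1, not possible for strains with 1 replicate. Scaling by MAD: index calls 35, *rps14b*Δi 4, *rps9a*Δi 45. Median over spots: index calls 23. Each array as a replicate: paralogs 1, *rps14b*Δi 21, *rps21b*Δi 10, *rps9a*Δi 21. Complete features only, with fewer genes tested: lists 21, calls 112, *rps14b*Δi 5, *rps9a*Δi 1. The *rpl2a*Δi arrays counted apart: paralogs 1. Junction features: *RPS9A* index in *rps9b*Δi -0.22 reversed, paralog indices 0, above the whisker 0, index calls 23. Whiskers of 3 interquartile ranges: index above the whisker 1. Estimated correlation: lists 0. Index fit without the deleted intron's own strain: *RPS9B* index in *rps9a*Δi 0.58, paralog indices 2, since that intron no longer enters the gene's spread.
Term for lower *MFA2*: paralogs 1, calls 73, index calls 72, *rpl40b*Δi 20, *rps14b*Δi 4, *rps21b*Δi 1. Reversed, as the term takes out the difference that defines it, were *MFA2* in *rpl2b*Δi 0.16, *rpl40b*Δi 0.31 and *rps14b*Δi 0.63, *MFA1* in *rps14b*Δi 0.14, *MF(ALPHA)1* -0.40, -1.73 and -0.20 in these strains, *MATALPHA1* -0.21 in *rpl2b*Δi and -0.97 in *rpl40b*Δi, and *STE3* -0.78 in *rpl40b*Δi and -0.14 in *rps14b*Δi.
With 1 replicate left out: *RPS21B* 0.37 to 0.48, *RPS9B* difference -0.72 to -0.61, paralogs 1 to 2, calls 88 to 229 (88 without *rpl40b*Δi replicate 2, 104 without replicate 3), index calls 8 to 22 (8 without *rps9a*Δi replicate 2, 20 and 22 without *rps14a*Δi replicates 1 and 3), paralog indices 1 to 2, *rps9b*Δi 2 to 4, *rps14b*Δi 1 to 6, *rps21b*Δi 0 to 0, *rpl40b*Δi 14 to 87. Replicate block: calls 222, index calls 15, lists 39, deleted introns 16 of 17 (*RPL31A* did not pass, limma adjusted p = 0.0592), *rps14b*Δi 14, *rps21b*Δi 5, *rps9a*Δi 7. Of named genes *WHI4* in *rpl29*Δi, *RPS14A* in *rpl31a*Δi and *ITT1*, *SXM1*, *PDC2* and *POP4* in *rps9a*Δi did not pass with it. Deviations of samples that share a number correlated at 0.139 on average over 108 pairs and those of other numbers at -0.058. Of the 108 pairs 55 lay over 0.1, so the number was not taken to pair samples. Deviations correlated at 0.152 within a slide batch and -0.094 across batches, and profiles of different strains at 0.407 and 0.104. The main fit has no term for slide batch. Dye-swapped arrays of a replicate correlated at 0.254 (median over 39 pairs), 14 of them below 0. By slide batch the median was -0.198 in A (8 of 9 pairs below 0), 0.038 in B, 0.415 in C and 0.269 in D, and the 5 pairs of *rps9a*Δi and *rps9b*Δi ran from -0.537 to 0.097, 4 of them below 0. Arrays that share the mutant's dye and correlated under -0.3 were 1 pair, *rpl16a*Δi and *rpl2a*Δi. The number of arrays, not spots, limits precision, and signal over background is not in the sources used here.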

Differences from the paper's values

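The paper's values here are read by eye in Fig. 2, on the same log2 scale. Fig. 2A shows *RPS14B* in *rps14b*Δi at about 1.9, read by eye, and the value here is 1.76. Of the alternatives set before the data were examined, scaling by MAD (1.87), Cy5 only, slide batch D alone (1.87), each strain against the others (1.84) and leaving out replicate 3 (1.83) come within the replicate SD of it, and the others do not. *RPS9A* in *rps9a*Δi is at about 1.2 in Fig. 2A, read by eye, and at 1.06 here, and each strain against the others (1.23) comes within the replicate SD of it. Scaling by MAD (1.37) and Cy5 only (1.43) lie above it by more than that, and the other alternatives below it. *RPS9B* in *rps9b*Δi is at about 0.57 in Fig. 2A, read by eye, and at 0.52 here, and Cy5 only (0.56) comes within the replicate SD of it. Slide batch as a block (0.69) lies above it by more than that, and the other alternatives below it. *RPL2B* in *rpl2b*Δi is at about 0.1 in Fig. 2A, read by eye, and at -0.0086 here, and slide batch as a block (0.11) comes within the replicate SD of it. Cy3 only (0.22) lies above it by more than that, and the other alternatives below it. *RPL31A* in *rpl31a*Δi is at about 0.1 in Fig. 2A, read by eye, and at -0.050 here. The median over spots (0.03), Cy5 only (0.16) and each strain against the others (0.02) are on its side of 0, and the other alternatives are not. *RPS9B* in *rps9a*Δi is at about -0.06 in Fig. 2B, read by eye, and at -0.15 here, and leaving out replicate 2 (-0.09) comes within the replicate SD of it with the same sign. Cy5 only (0.01) comes within that SD with the opposite sign, and the other alternatives do not.

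The paper counts 14 of 16 intronless genes as higher, and 12 of 16 are higher here. The median over spots gives 14, Cy5 only and each strain against the others give 15, leaving out a replicate gives 11 to 13, and the other alternatives over all 16 strains give 10 to 12. For that count the paper states no threshold, and the sign of the mean was used here.

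The paper states that both deletions lowered the intact copy. *RPS9A* fell by 1.63 in *rps9b*Δi, and *RPS9B* in *rps9a*Δi was at -0.15 (limma adjusted p = 0.768), with 0.08 under slide batch as a block and 0.01 in Cy5 only. It was at -0.30 in Cy3 only, and below 0 in each of the other alternatives. The paper also measured both genes by RT-qPCR, which was not analysed here, and reports a modest decrease of *RPS9B* in *rps9a*Δi. It states as well that fold changes on these arrays are compressed relative to qPCR.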

Other observations

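In *rpl40b*Δi the stress list, 5 measured genes, had a median of 0.70 and was higher than other genes (camera in limma, adjusted p = 0.0352, and adjusted p = 0.670 with an estimated correlation). *SSA4* and *SSA1*, heat shock chaperones, rose by 0.82 ± 0.29 and 0.70 ± 0.38 (SD, n = 3 each), 2 of 5 members, and 3 when adjusted over the list alone. *HSP104*, a disaggregase, was at 1.03 (limma adjusted p = 0.0902). Of 14 ribosome biogenesis genes 4 fell, *NSR1* (-0.48), *HAS1* (-0.40), *DBP3* (-0.37) and *GAR1* (-0.34), and 5 when adjusted over the list alone. The list's median was -0.27 (camera in limma, adjusted p = 0.00204, and adjusted p = 0.649 with an estimated correlation). These groups stand beside *MFA2* at -3.91 ± 0.68 (n = 3) in that strain.

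In *rps9a*Δi the stress list went the other way, with a median of -0.63 (camera in limma, adjusted p = 0.00204, and adjusted p = 0.401 with an estimated correlation), with *SSA4* the 1 member that fell, and 3 when adjusted over the list alone. Ribosome biogenesis genes were at a median of 0.20 there (camera in limma, adjusted p = 0.0132, and adjusted p = 0.671 with an estimated correlation), with 0 of 14 members passing, and RPL genes at 0.06 (camera in limma, adjusted p = 0.0191, and adjusted p = 0.503 with an estimated correlation). In *rps14b*Δi ribosome biogenesis genes were at 0.14 and in *rps21b*Δi at -0.17 (camera in limma, adjusted p = 0.00327 and 0.0287, and adjusted p = 0.670 and 0.685 with an estimated correlation). The replicates of *rps21b*Δi differ in direction, with medians of 0.05 and -0.35. By index, other intron-containing genes were at -0.03 in *rps21b*Δi and 0.04 in *rps14b*Δi (camera in limma, adjusted p = 1.39e-05 and 0.0228, and adjusted p = 0.198 and 0.595 with an estimated correlation), with replicate medians of -0.09 and -0.0003 in *rps21b*Δi and, in both directions, of 0.17, -0.04 and 0.02 in *rps14b*Δi. RPS genes were at 0.11 in *rps21b*Δi (camera in limma, adjusted p = 0.000760, and adjusted p = 0.511 with an estimated correlation).

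Over 17 strains, camera in limma called 37 of 272 pairs of list and strain, and 0 of 255 with an estimated correlation, which could not be estimated for splicing factors by index (lowest adjusted p in limma 0.309 for exon values and 0.109 for the index). By exon values it called RPL in 5 strains (4 up, 1 down), RPS in 2 (down), other intron-containing genes, meiotic genes and splicing factors in 1 each (up), ribosome biogenesis in 8 (4 up, 4 down) and stress in 3 (1 up, 2 down), each in 0 strains with an estimated correlation. The lists with 0 strains called were nonsense-mediated decay (lowest adjusted p in limma 0.364), mating type (0.0620) and splicing-autoregulated genes (0.271). For mating type this test cannot decide, since camera asks for a shift in 1 direction and the list mixes a-factor genes with alpha-specific ones. Of the mating-type genes 13 calls were up and 9 down, and 51 and 25 when adjusted over the list alone. By index it called RPL in 4 strains (up), RPS in 4 (up) and other intron-containing genes in 8 (2 up, 6 down), each in 0 strains with an estimated correlation (lowest adjusted p in limma 0.595, 0.370 and 0.109). It called 0 strains for meiotic genes (lowest adjusted p in limma 0.0737), splicing factors (0.0975) and splicing-autoregulated genes (0.242). *YRA1*, an mRNA export factor that regulates its own splicing, rose by 0.41 ± 0.26 (n = 3) in *rpl40b*Δi. *PGK1* and *TDH1* of glycolysis and *GAL1* and *GAL10* of the marker list, too few genes for a list test, passed in 0 of 17 strains (limma). *TDH1* ranged from -1.13 to 1.92 and *GAL10* from -0.41 to 0.40.

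Among the other strains, *WHI4* fell by 0.59 in *rpl29*Δi (n = 1), *SUP16*, a tRNA gene, which measured -1.18 ± 0.47 (n = 3) in *rpl2b*Δi, *ENA1*, a sodium pump, by 0.46 ± 0.18 (n = 3) in *rpl35a*Δi and *ADR1*, a transcription factor, by 1.13 ± 0.22 (n = 3) in *rps14a*Δi. In *rpl34a*Δi *SLH1* fell by 0.33 ± 0.21 and YNCB0013W rose by 0.74 ± 0.53 (n = 3 each). *SUP16*, *ENA1*, *ADR1*, *SLH1* and YNCB0013W each lost the call when at least 1 replicate of its strain was left out. In *rpl29*Δi, *rpl31a*Δi and replicate 1 of *rpl2a*Δi *MF(ALPHA)1* was at -3.67, -4.48 and -2.27 with *MFA2* at 0.37, 0.42 and 0.37.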
